# MK2/p38/p53 Suppress Basal IL-1β and Non-Canonical NF-κB Signaling in Macrophages

**DOI:** 10.3390/ijms27073232

**Published:** 2026-04-02

**Authors:** Sarah M. Herr, Diana Stalkopf, Sofie Padaszus, Lukas A. Herbst, Anneke Dörrie, Rainer Niedenthal, Natalia Ronkina, Tatiana Yakovleva, Alexey Kotlyarov, Matthias Gaestel

**Keywords:** interleukin-1β, MK2, non-canonical NF-κB pathway, p38α, p53

## Abstract

Interleukin (IL)-1β is a pro-inflammatory cytokine implicated in sterile inflammation and tumor development. Investigating the role of MAPKAP kinase 2 (MK2) in IL-1β processing, we found that *Il1b* mRNA and IL-1β protein levels were elevated in resting *MK2*-knockout (KO) macrophages and in the serum of *MK2/3* double-KO mice. This was linked to activation of the non-canonical NF-κB pathway in the absence of MK2 or its activator, p38α. Rescue by MK2, its kinase-inactive mutant MK2K79R, or p38α suppressed this pathway and reduced *Il1b* expression. We also observed decreased basal protein levels of tumor suppressor p53 in *MK2*- or *p38α*-deficient cells. Mechanistically, p53 interacts with caspase-3, promoting cleavage of RelB, thereby inhibiting non-canonical NF-κB signaling and subsequent *Il1b* and *TP53* expression. These findings explain elevated basal IL-1β levels in *MK2*-KO macrophages and uncover a new autoregulatory mechanism of *TP53* expression. Additionally, they reveal a new mechanism that contributes to the long-discussed link between cancer and inflammation, wherein the tumor suppressor p53 inhibits cytokine production in parallel.

## 1. Introduction

p38 mitogen-activated protein kinases (p38^MAPK^) comprise four distinct isoforms—p38α (MAPK14), p38β (MAPK11), p38γ (MAPK12 or ERK6), and p38δ (MAPK13 or SAPK4)—that are part of highly conserved signaling cascades. They are activated by various cellular stresses, such as inflammatory cytokines, growth factors, bacterial lipopolysaccharides (LPS), osmotic stress, and ultraviolet irradiation. p38 signaling affects gene expression at the levels of transcription, mRNA stability, and translation. It also regulates survival, apoptosis, differentiation, aggregation, and migration [1]. MK2 and MK3 are the only MAPK-activated protein kinases (MKs) that are exclusively phosphorylated and activated by p38α/β. MK2 and MK3 are closely related in terms of structure and function and share the same substrates. However, MK2 is expressed and active at higher levels than MK3 in most cells and tissues [2]. p38α/β binds to a docking motif in the C-terminus of MK2 and phosphorylates MK2 regulatory sites in response to stress. Consequently, MK2 and p38 are co-transported from the nucleus to the cytoplasm, where MK2 substrates are phosphorylated [3]. MK2 has several specific substrates, including tristetraprolin (TTP), serum response factor (SRF), heat shock proteins Hsp25/27, receptor-interacting serine/threonine-protein kinase 1 (RIPK1), and RNA-binding motif protein 7 (RBM7). These substrates are involved in the regulation of immediate early gene responses, cytokine expression, cell death and migration [4,5,6,7,8]. Additionally, MK2 stabilizes p38 independently of its catalytic activity through the formation of a binary protein complex [3].

p53 is a transcription factor that is responsible for regulating several genes involved in the cell cycle control, apoptosis, and senescence. It also exhibits transcription-factor-independent functions, particularly in the regulation of apoptosis through the mitochondrial pathway. Its medical significance is highlighted by the fact that p53 mutations are present in over 50% of human tumors [9]. In resting cells, p53 is constitutively expressed, but becomes ubiquitinated by Mouse double minute 2 homolog (MDM2) and subsequently degraded by the proteasomes, maintaining low protein levels. Following exposure to DNA-damaging agents or other stress stimuli, p53 undergoes a series of post-translational modifications that stabilize and activate p53 by reducing its interaction with MDM2. These modifications include the phosphorylation of Ser^15^ and Ser^37^ [10,11]. The stabilization of p53 is also adjusted by a broad variety of other interacting proteins. p38 exists in a physical complex with the tumor suppressor p53 and coexpression of p38 stabilizes p53 protein. After UV radiation, p38 phosphorylates p53 at Ser^33^ and Ser^46^. These sites are associated with p53-mediated apoptosis and are important for the subsequent phosphorylation of Ser^15^ and Ser^37^ of p53 [12].

The transcription factor NF-κB plays a crucial role in regulating the immune responses, cell proliferation and cell death. There are five known NF-κB proteins: NF-κB1 (p105/p50), NF κB2 (p100/p52), RelA (p65), RelB, and c-Rel. These proteins are classified into the canonical and the non-canonical NF-κB pathways. The canonical NF-κB pathway is triggered by a wide variety of receptors that activate TGF-β-activated kinase 1 (TAK1). Then, TAK1 mediates the phosphorylation of the inhibitor of NF-κB kinase (IKK) IKKβ. The activated IKK complex, composed of IKKα, IKKβ and IKKγ/Nuclear Factor-κB-Essential Modulator (NEMO), phosphorylates the inhibitor of κB (IκB) IκBα and the IκB-like molecule p105, which are subsequently ubiquitinated and degraded. The cleavage product of the NF-κB1 precursor protein p105, p50, is translocated to the nucleus as a homodimer or a heterodimer together with RelA or c-Rel. There, they bind to specific DNA elements to induce the transcription of canonical target genes. In contrast, the non-canonical NF-κB pathway is activated only by a subset of TNF receptor superfamily members. Under resting conditions, NF-κB-inducing kinase (NIK) is recruited to a ubiquitin ligase complex consisting of a cellular inhibitor of apoptosis (cIAP), tumor necrosis factor (TNF)-receptor-associated factors (TRAF)-2 and TRAF-3. This leads to the constitutive degradation of NIK. After stimulation, TRAF3 is degraded, resulting in the release and stabilization of NIK. NIK then phosphorylates IKKα, which in turn phosphorylates the NF-κB2 precursor protein p100. Subsequently, the cleavage product p52 and RelB are then translocated into the nucleus, where they activate target genes of the non-canonical NF-κB pathway [13].

Here we demonstrate that in the absence of MK2 or p38α, basal p53 protein level is reduced and in turn, the non-canonical NF-κB pathway is activated. Subsequently, the mRNAs of pro-inflammatory interleukin IL-1β coding gene *Il1b* and the p53 coding gene *TP53* are enriched. Accumulation of p53 activates caspase-3 through the mitochondrial pathway. Caspase-3 cleaves RelB, a direct transcription factor of p53 [14]. Subsequently, the non-canonical NF-κB pathway and *TP53* transcription itself are inactivated, indicating a novel autoregulatory mechanism of p53 gene expression.

## 2. Results

### 2.1. MK2/3-DKO Mice Display Elevated Levels of IL-1β

To investigate whether the kinases MK2 and MK3 regulate IL-1β, the *Il1b* mRNA level was analyzed in bone marrow-derived macrophages (BMDMs) from wild-type (WT) and *MK2/3*-DKO mice that were either left untreated or stimulated with either IL-1α or LPS. IL-1α is usually released by dying cells, necrotic cells or stressed cells and occurs in sterile chronic diseases, while LPS is derived from bacteria. The expression and release of IL-1β typically occurs in response to two distinct signals. IL-1α or LPS serves as the first signal, resulting in the expression of *Il1b*. The *Il1b* mRNA levels were already elevated in unstimulated BMDMs of the *MK2/3*-DKO (Figure 1a), which increased further after IL-1α stimulation (Figure 1b). The *Il1b* mRNA levels in LPS-treated BMDMs were strongly increased, but did not differ between the different genotypes (Supplementary Figure S1a). Consistent with the elevated mRNA levels, *MK2/3*-DKO cells also displayed elevated IL-1β protein levels in unstimulated BMDMs (Figure 1c). Usually, a second signal, such as ATP or nigericin, is required for activation of the inflammasome complex, caspase-1, and the subsequent release of IL-1β. Even without a second stimulus, the concentration of IL-1β in the supernatant of unstimulated *MK2/3*-DKO-BMDMs was significantly higher than that in WT-BMDMs (Figure 1d), whereas the cell viability was not affected (Supplementary Figure S1b). After the addition of the second stimulus, such as nigericin or ATP, *MK2/3*-DKO BMDMs pretreated with IL-1α released significantly higher levels of IL-1β compared to WT BMDMs (Figure 1e,f). In contrast, equal concentrations of IL-1β were released after the addition of ATP to LPS-pretreated cells (Supplementary Figure S1c). Analysis of IL-1 receptor mRNA expression (IL-*1r1*, IL-1*r2*, and IL-*1rn*) revealed no differences among WT and *MK2/3*-DKO BMDMs (Supplementary Figure S1d–f).

Since unstimulated BMDMs from *MK2/3*-DKO mice exhibit elevated *Il1b* mRNA and IL-1β protein levels and release more IL-1β than unstimulated BMDMs from WT mice, we analyzed the sera of *MK2/3*-DKO and WT mice from the same breeding to determine their basal cytokine levels. *MK2/3*-DKO serum showed significantly higher basal IL-1β levels than WT serum (Figure 1g), demonstrating the relevance in vivo. However, there was no significant difference in the basal levels of TNF-α and CXCL-1 (Supplementary Figure S1g,h).

### 2.2. MK2 and MK3 Suppress the Basal and IL-1α-Induced IL-1β Level in Rescued Immortalized MK2-KO BMDMs

Next, *MK2*-KO BMDMs were immortalized and transduced with either *MK2* (i*MK2*-KO +*MK2*) or with an empty vector (i*MK2*-KO +*GFP*) as control (Supplementary Figure S1i). Rescuing *MK2* suppressed the elevated *Il1b* mRNA level (Figure 2a) to a level comparable to the WT BMDMs (Figure 1a and Figure 2a). In contrast, the basal *Tnf* mRNA level was unaffected in i*MK2*-KO cells, resembling the situation in WT BMDMs (Supplementary Figure S1j). IL-1α treatment increased the differences in the *Il1b* mRNA levels in i*MK2*-KO cells as well (Figure 2b). This was confirmed in an additional cell line. RAW macrophages treated with *MK2* siRNA had higher *Il1b* mRNA levels compared to the control after IL-1α stimulation (Figure 2c, Supplementary Figure S2a). To investigate whether MK3 is functionally redundant with MK2, i*MK2*-KO cells were rescued with *MK3*. Indeed, MK3 also repressed the *Il1b* mRNA level in both unstimulated and IL-1α-treated cells (Figure 2d,e), as well as the basal IL-1β protein level (Figure 2f). Therefore, MK2 and MK3 redundantly suppress IL-1β production in these cells.

### 2.3. MK2 Suppresses the Non-Canonical NF-κB Pathway

To identify the pathway activated in the absence of MK2, several inhibitors were tested. Actinomycin D, an inhibitor of RNA transcription, was used as a positive control and efficiently suppressed the basal *Il1b* mRNA level (Supplementary Figure S2b). cFos/AP1 and TRAF6 inhibitors did not affect the *Il1b* mRNA levels in i*MK2*-KO cells (Supplementary Figure S2c,d). Suppressing the canonical NF-κB pathway with three specific IKKβ inhibitors (Takinib, sc 514, CAY10657) did not reduce the basal *Il1b* mRNA level in i*MK2*-KO cells. However, they suppressed IL-1α- and LPS-induced *Il1b* mRNA levels (Figure 3a, Supplementary Figure S2e). In contrast, the simultaneous inhibition of IKKα and IKKβ with HPN-01 also inhibited the basal *Il1b* mRNA expression (Figure 3a). These results were confirmed with BMS-345541. At low concentrations, BMS-345541 solely inhibits IKKβ, resulting in no reduction in the basal *Il1b* mRNA level. At higher concentrations, where both IKKα and IKKβ are suppressed simultaneously, the basal *Il1b* mRNA level was significantly reduced in i*MK2*-KO cells (Supplementary Figure S2f). Consequently, the specific inhibition of the non-canonical NIK/IKKα by B022 decreased in particular the basal *Il1b* mRNA and *Map3k14* mRNA expression in i*MK2*-KO cells (Figure 3a, Supplementary Figure S2g). Inhibition of the non-canonical NF-κB pathway by B022 also reduced basal IL-1β protein level in i*MK2*-KO cells (Figure 3b,c) as well as basal *Il1b* mRNA in primary *MK2/3*-DKO BMDMs (Figure 3d).

i*MK2*-KO cells displayed higher basal mRNA expression levels of *Map3k14*, the NIK-coding gene that activates the non-canonical NF-κB pathway (Figure 3e). Additionally, i*MK2*-KO cells also showed elevated basal levels of the mRNA of non-canonical *Relb* (Figure 3f). *Relb* and *Nfkb2* mRNA expression increased after IL-1α treatment solely in i*MK2*-KO +*GFP* cells, but not in MK2-rescued i*MK2*-KO +*MK2* cells (Figure 3g,h). There was no significant difference in canonical *Nfkb1* and *Rela* mRNA expression (Supplementary Figure S2h,i). Furthermore, *Traf2* and *Traf3* were analyzed, as both are known negative regulators of NIK [13,15]. The basal level of *Traf2*, but not *Traf3*, mRNA was significantly reduced in i*MK2*-KO macrophages (Figure 3i,j).

Next, we analyzed the levels of signaling proteins in the nuclear and cytoplasmic fractions of i*MK2*-KO +*GFP* and i*MK2*- KO +*MK2* BMDMs using Western blotting. Following IL-1α treatment, the nuclear fraction of the i*MK2*-KO +*GFP* cells exhibited higher levels of the non-canonical proteins RelB and NF-κB2, as well as the canonical proteins RelA and NF-κB1 (Figure 4a). Notably, only the non-canonical NF-κB pathway proteins RelB and NF-κB2 were elevated in the nuclear and cytoplasmic fractions of unstimulated i*MK2*-KO +*GFP* cells, as compared to the same fractions of i*MK2*- KO +*MK2* cells. No differences in basal protein levels were detected among the members of the canonical NF-κB pathway: RelA, NF-κB1, and IκBα (Figure 4a–c, Supplementary Figure S3a–c). Furthermore, whole-cell lysis revealed decreased TRAF2 protein levels in unstimulated i*MK2*-KO cells. However, the basal level of TRAF3 and cIAP remained unaffected in the absence of MK2. Whole-cell lysis also confirmed an overall reduction in RelB in the presence of MK2 (Figure 4d,e, Supplementary Figure S3d). Since TRAF2 mediates the proteasome-dependent degradation of the pro-inflammatory transcription factor c-Rel [16], we also analyzed c-Rel protein expression. Indeed, i*MK2*-KO +*GFP* cells had higher c-Rel protein levels in the nucleus and cytoplasm than in i*MK2*- KO +*MK2* cells (Figure 4f, Supplementary Figure S3e).

RNA sequencing of the immortalized BMDMs revealed increased mRNA levels of IL-1β pathway components (such as *Il1b*, *Il18*, and *Nlrp3*) and of non-canonical NF-κB pathway components (such as *Chuk*, *Nfkb2*, and *Relb*), as well as a wide range of non-canonical NF-κB pathway targets predicted using known transcription factor target site motifs (such as *Birc2*, *Birc3*, *Icam1*, and *Rel*) [17,18,19] in i*MK2*-KO +*GFP* cells (Figure 5).

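RNA from immortalized bone marrow-derived macrophages (BMDMs) was sequenced in 4 conditions. iMK2-KO +GFP cells lack MK2 and carry the GFP control vector, and iMK2-KO +MK2 cells carry the MK2 rescue vector. Each line was left untreated or was treated with IL-1α at 5 ng/mL for 1 h. Each condition is 1 library, so no difference between conditions given here has a replicate check. The table of the authors gives each gene's count per library after DESeq2 normalization, as the colour key of Fig. 5 names it, rounded to whole numbers. These normalized counts sum to 24970902 in +GFP untreated, 25733071 in +GFP IL-1α, 24891906 in +MK2 untreated and 25092256 in +MK2 IL-1α. From the uneven frequencies of whole numbers among low values, 1 read was estimated to be worth 0.837, 0.76, 0.802 and 0.812 normalized counts in the same order. This corresponds to about 29800000, 33900000, 31000000 and 30900000 reads assigned to genes. A count of 0 allows up to 3 reads, or 2.51, 2.28, 2.41 and 2.44 normalized counts. Ratios were taken between normalized counts as they stand, and no ratio is given against a library listed at 0. Their exact conditional binomial 95% intervals, in parentheses after each ratio, were computed from the estimated reads and cover counting error only. Genes at least 2-fold apart were counted among the 10585 genes with a mean of at least 50 normalized counts. For a gene list, the median log2 ratio was taken over members with a mean of at least 10 and a count above 0 in all 4 libraries. It was placed among 10000 random lists of the same size matched on mean normalized count, as a description of these libraries. limma was run on log2(normalized count + 1) of 12483 genes with rescue and treatment as additive terms, which leaves 1 residual degree of freedom. This test asks for a rescue difference shared by both treatments, and each line is a single pair of cultures. With Benjamini-Hochberg adjustment, limma called 1662 genes higher and 1676 lower in +GFP at an adjusted p under 0.05. With no filter on low values, limma called 0 of 21626 genes in either direction, with 2753 higher and 2660 lower at an unadjusted p under 0.05.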

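Mapkapk2, the gene for MK2, was 68.4-fold (63.4 to 73.9) lower in the untreated +GFP library than in the untreated +MK2 library, at 561 against 38357 normalized counts. In the IL-1α pair it was 24.1-fold (23.0 to 25.2) lower, at 1585 against 38141. Il1b, which encodes IL-1β, was 3.13-fold (1.83 to 5.61) higher in +GFP than in +MK2 cells without treatment, at 47 against 15 normalized counts. After IL-1α the Il1b ratio was 38.6 (30.1 to 50.3), at 2007 against 52 normalized counts. Nlrp3, the sensor of the inflammasome that processes IL-1β, was 1.5-fold (1.36 to 1.67) higher in +GFP untreated and 11.5-fold (10.6 to 12.6) higher in +GFP after IL-1α. Il18, another cytokine matured by the inflammasome, had 65 against 50 normalized counts in the untreated pair, a ratio of 1.30 (0.920 to 1.84) that counting error alone covers. The signalling receptor Il1r1 was 2.52-fold (1.64 to 3.96) higher in +GFP untreated. The decoy receptor Il1r2 had 12 normalized counts there against 1 in +MK2, a ratio of 12.0 (2.11 to 274). Il1rn, the gene of the IL-1 receptor antagonist, went the other way and was 2.57-fold (2.37 to 2.79) lower in +GFP untreated and 2.01-fold (1.87 to 2.16) lower after IL-1α. Of these 6 IL-1β pathway genes in Fig. 5, 5 were therefore higher in +GFP in the untreated pair. In BMDMs that were not immortalized, the paper reports no difference in Il1r1, Il1r2 and Il1rn mRNA between wild-type and MK2/3-DKO cells.
Of the 6 non-canonical NF-κB components in Fig. 5, 4 were higher in +GFP untreated, 1 was equal and 1 was lower, and 5 were higher after IL-1α. Chuk, which encodes IKKα, was 1.16-fold (1.09 to 1.23) higher untreated and 1.28-fold (1.21 to 1.35) higher after IL-1α. Nfkb2, the gene of p100 and p52, had 541 normalized counts in both untreated libraries, a ratio of 1.00 (0.896 to 1.12). After IL-1α it was 3.28-fold (3.01 to 3.58) higher in +GFP. Relb, which encodes the partner of p52, was 1.15-fold (0.879 to 1.51) higher in +GFP untreated, within counting error, and 5.39-fold (4.56 to 6.41) higher after IL-1α. Traf3, which acts in the complex that degrades NIK, was 1.14-fold (1.07 to 1.21) and 1.33-fold (1.26 to 1.4) higher. Traf2, a member of the same complex, was 1.19-fold (1.09 to 1.31) lower in +GFP untreated and 1.05-fold (0.958 to 1.14) lower after IL-1α, within counting error. The 100 genes around it on chromosome 2 had a median log2 ratio of -0.41 untreated, and after subtraction of the genes around, an alternative chosen after seeing the data, the untreated log2 ratio of Traf2 turned to 0.17. The median log2 ratio of the components was 0.15 untreated (percentile 83.7 of the random lists) and 0.50 after IL-1α (percentile 99.8), where their mean was 0.90. That of the IL-1β pathway was 0.59 (percentile 99.6) and 0.39 (percentile 97.5). The value of the IL-1β pathway after IL-1α depends on how it is taken, with a mean of 1.67 and a median of 1.85 over members with at least 50 normalized counts on average. The study shows these lists for these libraries, so their direction is not independent evidence.
In limma with Benjamini-Hochberg adjustment, Chuk (log2 0.28, standard error 0.061, adjusted p = 0.0344) and Traf3 were higher in +GFP over both treatments, and the other 4 components did not pass. From the IL-1β pathway Il1rn was lower (log2 -1.18, standard error 0.10, adjusted p = 0.00492 from limma, Benjamini-Hochberg), and none of the 5 genes tested was higher. Adjusted over the list alone, 2 components and 1 IL-1β pathway gene were higher. The fit takes the difference between the lines' IL-1α responses as its error. A gene whose ratio grew after IL-1α, such as Il1b, Nlrp3, Nfkb2 or Relb, can therefore fail to pass, which is not evidence that it was equal. The limma adjusted p of Il1b was 0.0543 (Benjamini-Hochberg) at a log2 difference of 3.41. Of 17 canonical NF-κB components, limma with the adjustment over all genes called 5 higher (Rela, Nfkb1, Traf6, Irak1 and Myd88) and 1 lower (Ikbkb) in +GFP. In this section the paper reasons from component mRNA and protein levels and from inhibitors, and concludes that MK2 holds down Il1b in unstimulated cells by blocking the non-canonical NF-κB pathway.

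**Figure D1:**
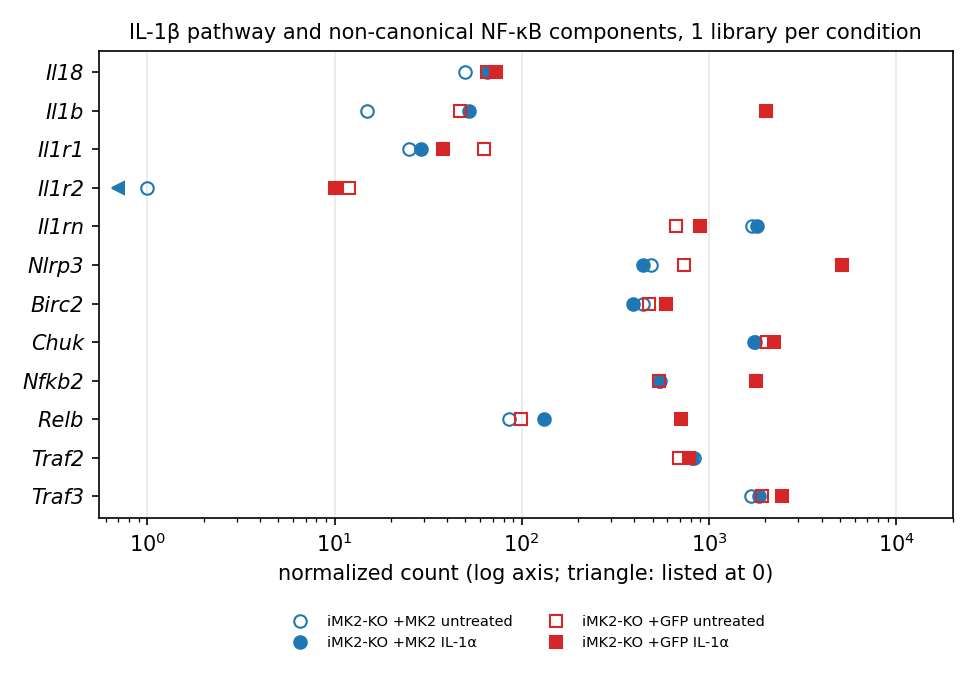
Normalized counts (log axis) of the IL-1β pathway genes and the non-canonical NF-κB components of Fig. 5 in the 4 libraries, 1 point per library. Il1b and Nlrp3 in +GFP cells after IL-1α lie at 2007 and 5124, far to the right of their other 3 libraries, and Il1rn is higher in both +MK2 libraries.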

*MK2*-KO macrophages exhibited elevated basal mRNA and protein levels of the non-canonical NF-κB pathway components NIK (*MAP3K14*), RelB, and NF-κB2. Conversely, they displayed decreased mRNA and protein levels of TRAF2, the negative regulator of NIK. Neither the basal mRNA nor basal protein levels of canonical components RelA, NF-κB1, or IκBα are changed in the absence of MK2. In addition, inhibition of the non-canonical, but not the canonical NF κB pathway, reduced the basal *IL1b* mRNA level in i*MK2*-KO cells. Therefore, MK2 suppresses the upregulation of *IL1b* in unstimulated cells by blocking the non-canonical NF κB pathway.

### 2.4. Stabilization of the Protein Kinase p38α by MK2/3 Is a Mechanism for Suppressing Il1b

To examine the role of MK2’s catalytic activity in suppressing *Il1b*, i*MK2*-KO cells were rescued using the kinase-inactive mutant *MK2K79R* (Supplementary Figure S4a). Catalytic inactivation of MK2 did not affect the suppression of *Il1b* mRNA levels in unstimulated or IL-1α-treated cells (Figure 6a,b). In addition to its catalytic activity, MK2 also binds and stabilizes its activator, the protein kinase p38α [20,21,22]. Indeed, i*MK2*-KO +*GFP* BMDMs express significantly less endogenous p38α protein than i*MK2*-KO +*MK2* cells, whereas the *MAPK14* (p38α) mRNA level is not affected (Figure 6c, Supplementary Figure S4b,c). Because the C-terminal extension of MK2 is involved in binding to p38, a mutant lacking this extension (*MK2-Δ365–386*) was transduced into i*MK2*-KO cells that had a comparable level of *MAPKAPK2* expression to MK2 (Supplementary Figure S4d). Although this mutant is catalytically active, it could not restore the endogenous p38α protein level and was unable to suppress *Il1b* mRNA levels in untreated or IL-1α-treated cells (Figure 6c,d, Supplementary Figure S4e). These findings strongly suggest that MK2’s inability to stabilize p38 is the primary reason for *Il1b* upregulation.

### 2.5. p38α Suppresses the Non-Canonical NF-κB Pathway Independent of the Kinase Activity

Overexpression of p38α in i*MK2*-KO cells significantly increased basal TRAF2 levels and reduced basal RelB protein levels (Figure 7a–c). To investigate if the kinase activity of p38α influences the basal non-canonical NF-κB pathway, in addition to p38α, a kinase-inactive mutant *p38-AGF* was overexpressed in i*MK2*-KO cells. Surprisingly, basal *Il1b* mRNA was lowered in i*MK2*-KO+*p38α* as well as in i*MK2*-KO+*p38-AGF* cells (Figure 7d). In addition, *Map3k14* mRNA decreased and *Traf2* mRNA increased (Figure 7e,f). Also, *Relb*, *Nfkb2*, and *Il1b* were significantly reduced in IL 1α-treated i*MK2*-KO cells with overexpressed *p38α* and *p38-AGF* (Figure 7g,h, Supplementary Figure S4f).

We then generated two *p38α*-KO RAW 264.7 macrophage cell lines by using CRISPR/Cas9 technology, followed by single-cell sorting. Both *p38α*-KO cell lines showed increased basal mRNA levels of the non-canonical NF-κB signaling components *Map3k14*, *Relb*, and *Nfkb2* (Figure 8a–c). Additionally, both *p38α*-KO cell lines exhibited significantly higher basal levels of the non-canonical NF-κB signaling proteins NF-κB2 and RelB compared to the control (Figure 8d,e). In contrast, the protein level of the canonical NF-κB signaling protein RelA did not change in unstimulated *p38α*-KO RAW 264.7 macrophages (Supplementary Figure S4g,h). *p38α*-KO RAW macrophages had a reduced MK2 protein level (Figure 8d).

Overexpression of *p38α* and the kinase-inactive *p38-AGF* in i*MK2*-KO cells decreased the levels of components of the non-canonical NF-κB pathway, such as *Map3k14* (NIK), *Relb* and *NFkB2*. Consistent with this finding, knocking out *p38α* in a different macrophage cell line resulted in elevated levels of these components. Therefore, MK2 suppresses the non-canonical NF-κB pathway and resulting IL-1β production independently of its own kinase activity by stabilizing the protein kinase p38α.

### 2.6. MK2/p38α Stabilize p53, Which Suppresses the Non-Canonical NF-κB Pathway, Il1b, and Its Own Expression

p38α seems to regulate the basal non-canonical NF-κB pathway independent of its kinase activity, therefore stabilizing another protein might be important. It has been described in the literature that p38 and the tumor suppressor p53 exist within the same physical complex and co-expression of p38 stabilizes p53 protein complex [12]. In contrast, there are also p38α kinase-dependent interactions described. Activation of p38 MAPK has been shown to induce rapid degradation of the E3 ubiquitin-protein ligase mouse double minute 2 homolog (MDM2), thereby stabilizing its target, p53 [23]. Additionally, p38 has been demonstrated to phosphorylate the tumor suppressor p53 at residues Ser^33^ and Ser^46^ in the N-terminus [12].

Therefore, we analyzed the protein levels of p53 and MDM2 in i*MK2*-KO cells. The basal p53 protein level was indeed significantly reduced in i*MK2*-KO cells. However, the basal MDM2 protein level remained unchanged (Figure 9a,b, Supplementary Figure S4i). We also analyzed the mRNA level of the p53 gene *TP53*. Unlike the reduced p53 protein levels, the *TP53* mRNA levels increased in resting i*MK2*-KO cells (Figure 9c). This may be due to the previously described increase in RelB protein levels in i*MK2*-KO cells, since *TP53* is a direct target of RelB [14]. Consistent with this finding, *p38α*-KO macrophages exhibited reduced basal levels of p53 protein, but no significant change in MDM2 protein levels (Figure 9d,e, Supplementary Figure S4j). Similar to i*MK2*-KO cells, *p38α*-KO macrophages also showed elevated *TP53* transcript levels (Figure 9f). Additionally, inhibiting p38 kinase activity in resting RAW cells with the specific p38 MAPK inhibitor BIRB 796 (Supplementary Figure S5a) neither reduced p53 levels nor increased RelB and IL-1β protein levels (Figure 9g–i, Supplementary Figure S5b,c). Therefore, the basal p53 protein level is stabilized by the MK2-p38-p53 protein interaction, and phosphorylation events are not required.

To investigate whether p53 also influences the non-canonical NF-κB pathway, we treated i*MK2*-KO cells with Nutlin-3. Nutlin-3 is an inhibitor that prevents MDM2 from binding to p53, thereby blocking the subsequent degradation of p53 [24]. As expected, Nutlin-3 treatment resulted in p53 protein accumulation in i*MK2*-KO cells (Figure 10a). Nutlin-3 also stimulated RelB protein cleavage, as indicated by a weaker RelB band and the appearance of several lower-molecular-weight RelB bands (Figure 10a–c). Similarly, Nutlin-3-treated RAW 264.7 macrophages also exhibited increased p53 and reduced RelB protein levels (Supplementary Figure S5d,e). No changes in NF-κB2 or TRAF2 protein levels were observed in i*MK2*-KO cells after Nutlin-3 treatment (Figure 10a). Additionally, *Il1b* and *TP53* mRNA levels were significantly reduced in Nutlin-3-treated i*MK2*-KO cells with no time-dependent effects observed (Figure 10d,e). Also, *Map3k14*, *Relb*, and *Nfkb2* mRNA levels were significantly reduced following Nutlin-3 treatment, though *Traf2* levels were not (Supplementary Figure S5f–i). Therefore, p53 suppresses the non-canonical NF-κB pathway by cleaving RelB, thereby inhibiting basal *Il1b* and *TP53* expression.

### 2.7. p53 Activates Caspase-3 Through the Mitochondrial Pathway, Which Induces RelB Cleavage

Since RelB can be cleaved by caspase-3 [25,26], we analyzed the level of this protease in i*MK2*-KO cells. Following Nutlin-3 treatment, i*MK2*-KO cells exhibited decreased levels of full-length caspase-3 protein (procaspase-3) and increased levels of cleaved Caspase-3 (Figure 11a,b, Supplementary Figure S5j). Furthermore, the caspase-3-specific inhibitor zDEVDfmk and the pan-caspase inhibitor zVADfmk inhibited Nutlin-3-induced RelB cleavage in i*MK2*-KO macrophages (Figure 11c,d). Because p53 activates caspases by releasing mitochondrial cytochrome c [27], i*MK2*-KO cells were pre-incubated with either Pifithrin µ (an inhibitor of mitochondrial p53 translocation), or Pifithrin α (a p53-specific transcriptional inhibitor). Pifithrin µ, but not Pifithrin α, reduced Nutlin-3-induced RelB cleavage (Figure 11e,f). Therefore, p53 activates caspase-3 through the mitochondrial pathway, which cleaves the non-canonical RelB protein. To confirm this non-transcriptional effect in resting *p38*-KO cells, a prominent transcriptional target of p53, the cyclin-dependent kinase inhibitor p21, was analyzed. There was no significant difference in the protein levels of p21 in the nuclear fraction of resting *p38*-KO and control cells (Supplementary Figure S5k,l).

Since treatment with Nutlin-3 also leads to RelB cleavage in WT RAW 264.7 macrophages (Supplementary Figure S5d,e), MK2 and p38α contribute to RelB cleavage exclusively through the stabilization of the p53 protein. In presence of MK2 and p38, p53 is stabilized within the MK2-p38-p53 complex. Stabilization of p53 activates caspase-3 through the mitochondrial pathway. Caspase-3 cleaves RelB and therefore ensures the activity of the non-canonical NF-κB pathway remains diminished. In contrast, the absence of MK2 or p38α destabilizes the p53 protein. This leads to an increased RelB protein level and activation of the non-canonical NF-κB pathway in resting *MK2*-KO and *p38*-KO cells.

## 3. Discussion

IL-1β plays an important role in maintaining human homeostasis by regulating nutrition, sleep, and temperature [28]. However, it is also a potent endogenous pro-inflammatory pyrogen that influences the innate and adaptive immune systems. Prolonged, uncontrolled release of IL-1β causes the pathological effects of chronic inflammation. It is involved in the pathogenesis of various diseases, including arthritis, gout, Alzheimer’s disease, diabetes mellitus, obesity, atherosclerosis, and tumor growth [29,30,31,32]. The expression of the inactive pro- IL-1β precursor is usually triggered when pattern recognition receptors, such as Toll-like or NOD-like receptors, are stimulated by microbial or viral molecules [33,34]. However, IL-1β can also stimulate its own expression. The main subunits responsible for activating the NF-κB binding site in the *Il1b* promoter region in response to phorbol 12 myristate 13-acetate (PMA) or LPS stimulation are key components of the canonical NF-κB pathway, including NF-κB1 (p50), RelA (p65), and c-Rel [35,36,37]. Nevertheless, RelB competes with RelA for binding to κB sites of NF-κB-regulated promoters in dendritic cells [38]. Additionally, increased *Il1b* levels are detected in *Relb*-KO fibroblasts [39]. In both cases, RelB suppresses LPS-induced inflammatory gene expression. Accordingly, RelB has been shown to prevent RelA from binding to the *Il1b* promoter in LPS-tolerized cells by forming facultative heterochromatin, which silences *Il1b* transcription [40,41,42].

In this study, we demonstrate the activation of *Il1b* transcription through the non-canonical NF-κB pathway in resting i*MK2*-KO macrophages. The abundance of the non-canonical NF-κB pathway is enhanced in these cells, since basal TRAF2 expression is reduced while basal *Map3k14* (NIK), RelB and NF-κB2 expressions are increased. However, components of the canonical pathway, such as RelA and NF-κB1, remain unaffected. Additionally, mRNA analysis of unstimulated i*MK2*-KO macrophages revealed elevated levels of the targets of the non-canonical NF-κB pathway, including *Il1b*. 

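In the untreated pair, 15 of the 20 targets in Fig. 5 had higher normalized counts in iMK2-KO +GFP than in iMK2-KO +MK2 cells and 5 had lower ones. For 10 targets the counting interval lay above 1, for 2 below 1, and for 8 it included 1. Sorl1 was 3.84-fold (3.65 to 4.04) higher in +GFP and was the only target at least 1.5-fold higher. Dtx4, a ubiquitin ligase gene of the Deltex family, was 1.42-fold (1.35 to 1.5) higher, Mettl1, a tRNA methyltransferase gene, 1.34-fold (1.23 to 1.46) and Rel 1.30-fold (1.20 to 1.42). Birc2 at 1.08-fold (0.958 to 1.22), Birc3 at 1.07-fold (0.963 to 1.20) and Icam1 at 1.02-fold (0.954 to 1.09) were within counting error. Tnfaip3 was 7.80-fold (6.67 to 9.18) lower in +GFP, at 147 against 1147 normalized counts, and Ikbke was 1.39-fold (1.25 to 1.54) lower. Egr2, Itpkc and Nfkbib were also lower, within counting error.
The targets had a median log2 ratio of 0.15 in the untreated pair, at percentile 96.7 of the random lists, and a mean of 0.035. Fig. 5 shows this list for these libraries, so that is not independent evidence. NF-κB feedback genes and early targets had a median of 0.015 (percentile 44.5) and a mean of -0.27, with 3 at least 2-fold higher in +GFP and 6 at least 2-fold lower. The textbook components of the non-canonical pathway had a median of 0.00 (percentile 36.5). The canonical components had a median of 0.11 (percentile 87.3), with Nfkbia 1.22-fold (1.09 to 1.37) higher in +GFP. Over all genes, 241 were at least 2-fold higher and 319 at least 2-fold lower in +GFP than in +MK2 without treatment.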

Inhibiting the non-canonical NF-κB pathway significantly reduced *Il1b* in resting i*MK2*-KO cells, but not in LPS-stimulated cells. In contrast, inhibiting the canonical NF-κB pathway did not lower the basal *Il1b* level in i*MK2*-KO cells, but LPS-induced *Il1b* levels were reduced. These results confirm that LPS activates the canonical NF-κB pathway and *Il1b* transcription. However, the results also reveal an as-yet-unknown activation of *Il1b* transcription through the non-canonical NF-κB pathway in quiescent i*MK2*-KO cells. Similar activation of the *Il1b* promoter, independent of the canonical NF-κB pathway, has only been described for STAT3 so far [43]. Additionally, STAT3 has been shown to activate the non-canonical NF-κB pathway [44,45,46]. Furthermore, 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) has been shown to induce *Il1b* promoter activity in a RelB-dependent manner. However, the underlying molecular mechanisms remain unclear [47].

Targeting the human MK2-p38 complex with Zunsemetinib (ATI-450) has been attempted to inhibit IL-1β [48]. However, at low concentrations where ATI-450 specifically inhibits the MK2-p38 complex, IL-1β released from human peripheral blood mononuclear cells (PBMCs) significantly increases. The study above does not discuss the increase in IL-1β levels at low ATI-450 concentrations, but these data align with our findings on the activation of the non-canonical NF-κB pathway and subsequent increase in basal IL-1β secretion. This may also explain why a recent phase IIb trial of ATI-450 in rheumatoid arthritis did not meet the expected endpoints.

We demonstrate that the activation of the non-canonical NF-κB pathway in resting i*MK2*-KO cells is caused by the destabilization of the p38 and p53 proteins. Accordingly, increased basal levels of non-canonical *Map3k14* (NIK), RelB, and NF-κB2 were detected in *p38α*-KO RAW cells. Levels of the p53 protein were significantly reduced in both, immortalized macrophages derived from *MK2*-KO mice, as well as in CRISPR-edited *p38α*-KO RAW 264.7 cells. MK2 is known to phosphorylate MDM2, leading to reduced p53 protein levels. In *MK2*-KO fibroblasts, p53 protein levels increase following exposure to UV radiation or treatment with anisomycin [49]. These stimuli activate various protein kinases besides p38 and MK2 [50]. Another study found that skin biopsies of *MK2*-KO mice revealed increased p53 protein levels, as well as reduced *Il1b* mRNA and IL-1β protein levels after treatment with 7,12 dimethylbenz[a]anthracene (DMBA)/12-O-tetradecanoylphorbol-13-acetate (TPA). Additionally, MDM2 phosphorylation was reduced in *MK2*-KO keratinocytes in vitro [51]. While these studies analyzed different cell types (such as fibroblasts and keratinocytes) and used different stimuli (such as anisomycin or UV radiation), we examined basal levels of IL-1β and p53 in unstimulated *MK2*- or *p38α*-KO macrophages. This explains the opposing effects induced by protein–protein stabilization versus effects dependent on the kinase activity of MK2/p38. Indeed, p38 and p53 are located in the same physical complex, and co-expression of p38 stabilizes p53 [12]. On the other hand, p53-stabilizing effects that depend on p38 kinase activity have also been described. In a cell line that is resistant to the chemotherapeutic agent paclitaxel, constitutively activated p38 induces the rapid degradation of MDM2, thereby stabilizing p53 [23]. Additionally, p38 phosphorylates p53 at Ser^33^ and Ser^46^ following UV exposure, which may contribute to p53 stabilization [12]. In conclusion, opposing effects in the stabilization of p53 by MK2 or p38 have been described, highlighting the complexity and cell-type specificity of p53 regulation. Different publications have demonstrated complexes composed of MK2 with p38 and p38 with p53 [12,52,53,54]. In contrast, experimental demonstration of the ternary complex of MK2-p38-p53 in myeloid cells remains elusive and is a task for future work. The current data support the functional role of the MK2-p38–p53 axis, even when the ternary complex has not yet been confirmed.

Adding Nutlin-3 to cells inhibits MDM2 and the subsequent degradation of p53. Nutlin-3 treatment also inhibits the non-canonical NF-κB pathway by cleaving RelB in i*MK2*-KO cells and RAW macrophages. RelB is a direct transcription factor of *TP53* [14]. Indeed, Nutlin-3 treatment also reduced *TP53* mRNA and *Il1b* mRNA. Inhibiting MDM2 with Nutlin-3 leads to p53 accumulation in the nucleus and cytoplasm and p53 translocation to mitochondria [55]. The tumor protein p53 activates caspase 9/-3 through the release of mitochondrial cytochrome c [56,57,58]. In addition, activated caspase-3 can cleave RelB [27,28]. Indeed, treatment with Nutlin-3 activates caspase-3, as evidenced by decreased levels of full-length pro-caspase 3 and increased levels of cleaved caspase-3. Inhibiting the p53 mitochondrial pathway or caspase-3 itself prevents RelB cleavage following Nutlin-3 treatment.

After activation, the non-canonical NF-κB pathway has been shown to regulate the expression of its own components. RelB can bind to its own promoter NF-κB sites, thereby autoregulating *Relb* mRNA levels [59]. Furthermore, RelB has been shown to repress *Traf2* expression [60]. This repression prevents subsequent NIK degradation, which in turn activates the non-canonical NF-κB pathway. Decreased levels of the p53 protein and activation of caspase-3 were observed in *Traf2*-deficient cells due to activated JNK signaling [61]. In addition to RelB, NF-κB2 is also positively autoregulated [62]. To our knowledge, no study has yet been published regarding the positive regulation of RelB or NF-κB2 with respect to their binding to the NIK promoter region or *Map3k14* (NIK) expression. This study describes the significantly reduced *Map3k14* mRNA expression in i*MK2*-KO cells after inhibition of the non-canonical NF-κB pathway. This finding suggests that the non-canonical NF-κB pathway indirectly regulates *Map3k14* mRNA levels. It was shown that p53 suppresses the mRNA expression of *Map3k14* through the miRNA pathway. Knockdown of the tumor suppressor p53 stabilizes NIK, whereas accumulation of p53 protein decreases endogenous NIK protein [63]. The regulation of NIK transcription by p53 could explain our results, as we observed decreased basal p53 protein levels and increased basal *Map3k14* mRNA expression in i*MK2*-KO and *p38α*-KO macrophages. Additionally, we measured significantly reduced *Map3k14* mRNA levels in Nutlin-3-treated RAW cells with p53 accumulation.

Here we show, that p53 negatively regulates the non-canonical NF-κB pathway through caspase-3-dependent cleavage of RelB. In i*MK2*-KO and *p38α*-KO macrophages, accompanied by reduced p53 protein levels, the non-canonical NF-κB pathway is activated. This pathway increases the expression of its target genes, including components of the non-canonical NF-κB pathway itself, as well as *Il1b* and *TP53*. Overexpression of *p38α* in i*MK2* KO cells rescued the protein levels of the non-canonical NF-κB pathway components TRAF2 and RelB. Treatment with Nutlin-3 induced p53 protein accumulation and blocked the non-canonical NF-κB pathway by cleaving RelB with caspase-3. Subsequently, the expression of the targets of the non-canonical NF-κB pathway as well as *Il1b* and *TP53* mRNA, decreased. Thus, p53 can downregulate its own *TP53* expression. This reveals a new autoregulatory mechanism of p53 protein and *TP53* mRNA levels through RelB cleavage. These results uncover a new mechanism contributing to the long-discussed link between cancer and inflammation, in which the tumor suppressor p53 represses cytokine expression. Therefore, p53-negative cancer could be expected to stimulate IL-1beta in the microenvironment and modulate the local control and behavior of the tumor. Consequently, the loss of p53 would lead to oncogenic transformation not only by the absence of its classical tumor suppressive activity, but also by increased local cytokine levels and inflammation confirming Virchow’s classical observation that inflammation and neoplasia occur coincidentally.

## 4. Materials and Methods

### 4.1. Cell Lines and Growth Conditions

The wild-type C57BL/6, *MK2*-, and *MK2/3*-knockout strains [64,65] were maintained under specific pathogen-free conditions at the Hannover Medical School animal facility. All animal experiments were approved by the appropriate institutional and state animal welfare committees. Procedures were conducted in accordance with local animal use and care committee guidelines, as well as national animal welfare laws. Both male and female adult mice (ages 7 weeks to 9 months) were used. Blood was collected postmortem from the vena cava and heart. After 30 min of clotting, the serum was collected by centrifugation (1500× *g*, 10 min, 4 °C) and stored at −20 °C. Bone marrow cells were isolated and differentiated into bone marrow-derived macrophages (BMDMs) in DMEM (Gibco, Thermo Fisher Scientific Inc., Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS, Capricorn Scientific GmbH, Ebsdorfergrund, Germany), penicillin/streptomycin (Capricorn Scientific GmbH, Ebsdorfergrund, Germany), Gentamycin (10 μg/mL)/Amphotericin B (0.25 μg/mL) solution (CELLnTEC Advanced Cell Systems, Bern, Switzerland), MEM non-essential amino acids (Gibco, Thermo Fisher Scientific Inc., Waltham, MA, USA), and rM-CSF (80 ng/mL, Wyeth, Boston, MA, USA) for 8 days in a humidified incubator at 37 °C and 5% CO_2_. The cells were harvested by incubating them for 30 min with non-enzymatic cell dissociation solution (C5789, Sigma-Aldrich, Merck, St. Louis, MO, USA), followed by scraping, washing and counting. Experiments were performed the next day. The *n*-values of BMDMs of the same genotype differ in certain experiments because there were not enough cells available for some mice to perform all assays in parallel, and some experiments were performed at a different time with other mice of the same genotype.

*p38α*-KO cells were generated by transfecting RAW 264.7 cells (*Mus musculus*, CVCL_0493, ATCC) with either the *p38α MAPK14* Double Nickase Plasmid (sc-424051-NIC) or the Control Double Nickase Plasmid (sc-437281), according to the Santa Cruz Biotechnology (SCBT, Dallas, TX, USA) protocol. Then, the cells were sorted by single-cell sorting of GFP-positive cells. To generate *MK2* knockdown, RAW cells were treated with either control siRNA (sc-37007) or *MK2* siRNA (sc 35856) according to SCBT protocol.

Immortalized *MK2*-KO (i*MK2*-KO) macrophages (*Mus musculus*) were rescued through viral transduction with an empty vector (pMMP-IRES-GFP), *MK3*, *MK2*, a kinase-inactive MK2 mutant (*MK2K79R*) [5,66], or a mutant lacking an NcoI recognition site and the MK2 C terminus pMMP-IRES-MK2-K357R-Δ365–386 (termed as *MK2-Δ365–386*). The cells were then sorted by the GFP-positive signal. *p38α* and *p38-AGF* overexpression in i*MK2*-KO cells was achieved through viral transduction using either an empty pMSC vector (control), or a pMSC vector containing *p38α*. The cells were selected using 100 μg/mL of hygromycin (Carl Roth GmbH + Co. KG, Karlsruhe, Germany) for 9 days. Amphotropic retroviruses were generated by transfecting the 293 GPG packaging cell line (*Homo sapiens*), [67] with the indicated vectors. The RAW 264.7 and i*MK2*-KO cells were cultured in DMEM supplemented with 10% FBS and penicillin/streptomycin.

### 4.2. RNA Purification and Analysis

BMDM (5 × 10^5^ cells/well), i*MK2*-KO or RAW 264.7 cells (both 2 × 10^5^ cells/well) were seeded, and treated one day later with the indicated concentrations and durations of recombinant murine IL-1α (211-11A, PeproTech GmbH, Hamburg, Germany), LPS (*Escherichia coli* 0127:B8; Sigma-Aldrich, Merck, St. Louis, MO, USA), Actinomycin D (Cayman Chemical Company, Ann-Arbor, MI, USA), B022 (MedChemExpress, Monmouth Junction, NJ, USA), BMS-345541 (Axon Medchem B.V., Groningen, Netherlands), CAY10657 (Cayman Chemical Company, Ann-Arbor, MI, USA), SML1160 (Sigma-Aldrich, Merck, St. Louis, MO, USA), IKK inhibitor XII (HPN-01, Sigma-Aldrich, Merck, St. Louis, MO, USA), sc-514 (Cayman Chemical Company, Ann-Arbor, MI, USA), T-5224 (Cayman Chemical Company, Ann-Arbor, MI, USA), Takinib (MedChemExpress, Monmouth Junction, NJ, USA) or Nutlin-3 (SCBT, Dallas, TX, USA).

RNA was extracted using TRIzol Reagent (Invitrogen, Thermo Fisher Scientific Inc., Waltham, MA, USA), and 0.5 µg RNA (according to the NanoDrop ND-1000 spectrophotometer, Peqlab Biotechnologie GmbH, Erlangen, Germany) was converted to cDNA through reverse transcriptase PCR with Biometra TRIO (Analytik Jena GmbH+Co. KG, Jena, Germany), which contained RevertAid Reverse Transcriptase (EP0442), Oligo(dT)18 Primer (SO132), RiboLock RNase Inhibitor (EO0381) (all from Thermo Fisher Scientific Inc., Waltham, MA, USA), and Deoxynucleotide (dNTP) Solution Mix (N0447S, New England Biolabs GmbH, Frankfurt am Main, Germany). The cDNA was diluted 1:10, and quantitative PCR was performed using a Rotor-Gene Q (QIAGEN GmbH, Hilden, Germany), qPCRBIO SyGreen^®^ Mix Separate-ROX (PCR Biosystems Ltd, London, UK), along with the following mouse primers: Gapdh fw 5′-CAT GGC CTT CCG TGT TCC TA-3′, rev 5′-CCT GCT TCA CCA CCT TCT TGA T-3′; Il1b fw 5′-GTG ATA TTC TCC ATG AGC TTT G-3′, rev 5′-TCT TCT TTG GGT ATT GCT TG-3′; Tnf fw 5′-CAT CTT CTC AAA ATT CGA GTG ACA A-3′, rev 5′-TGG GAG TAG ACA AGG TAC AAC CC-3′; Relb fw 5′-TAC GAC AAG AAG TCC ACC-3′, rev 5′-TTT TTG CAC CTT GTC ACA G-3′; Nfkb2 fw 5′-CTT CAG ATT TCG ATA TGG CTG-3′, rev 5′-AGT TAC AGA TCT TGA CAG TAG G-3′; Rela fw 5′-GTA TCC ATA GCT TCC AGA AC-3′, rev 5′-GAA AGG GGT TAT TGT TGG TC-3′; Nfkb1 fw 5′-TGT ATT AGG GGC TAT AAT CCT G-3′, rev 5′-ATG ATC TCC TTC TCT CTG TC-3′; Traf2 fw 5′-GAC CTT GAA AGA ATA CGA GAG-3′, rev 5′CAG ACC TCA TAG TGT ACC TC-3′; Traf3 fw 5′-GAC TCT TCT AAG GAG TGA GG-3′, rev 5′-TGG ATG CTC TTG TTT TTC TC-3′; TP53 fw 5′-TAG GTA GCG ACT ACA GTT AG-3′, rev 5′-GGA TAT CTT CTG GAG GAA GTA G-3′; Il1r1 fw 5′-ACA ATT GTA TGC TGT GTG TG-3′, rev 5′-CGT ATG TCT TTC CAT CTG AAG; il1r2 fw 5′-ACC AGT ACT CAG AGA ATG ATG-3′, rev 5′-AAG ATG ATC AGA GAC AGA GG-3′; Il1rn fw 5′-CAG AAG ACC TTT TAC CTG AG-3′, rev 5′-GGC ACC ATG TCT ATC TTT TC-3′; 18S fw 5′-GTA ACC CGT TGA ACC CCA TT-3′, rev 5′-CCA TCC AAT CGG TAG TAG CG-3′; Map3k14 fw 5′-GCT TAC TGA GAA ACT CAA GC -3′, rev 5′-CTA GTT CCT CTA CCC GAA AC -3′; MAPKAPK2 fw 5′CCC AGT TCC ACG TCA AGT CGG GCC TGC-3′, rev 5′-GGT TCT CAG GCT TGA CAT CCC GGT GAG C-3; MAPK14 fw 5′GAC CTT CTC ATA GAT GAG TGG AAG A-3′, rev 5′-CAG GAC TCC ATT TCT TCT TGG T-3′. The primers were purchased from either Eurofins Genomics (Ebersberg, Germany), MWG Biotech AG (now Eurofins Genomics, Ebersberg, Germany), or Sigma-Aldrich (Merck, St. Louis, MO, USA). The results were obtained using the ΔCT method with normalized threshold values relative to *Gapdh* or *18S*. Significances were calculated and graphs were generated using GraphPad Prism 5.

Additionally, the Research Core Unit Genomics at Hannover Medical School performed 1 × 75 bp single-read RNA sequencing of total RNA of each one sample after ribo-depletion using an Illumina NextSeq 550. Heatmaps were generated using Qlucore Omics Explorer 3.9.

### 4.3. Protein Analysis

BMDM (5 × 10^5^ cells/well), i*MK2*-KO (6 × 10^5^ cells/well), or RAW 264.7 cells (1 × 10^5^ cells/well) were seeded for whole-cell lysis. The next day, the cells were treated with IL-1α, LPS, B022, BIRB 796 (Axon Medchem BV, Groningen, The Netherlands), Nutlin-3 (sc-45061, SCBT, Dallas, TX, USA), zDEVDfmk (HY-12466, Hycultec GmbH, Beutelsberg, Germany), zVADfmk (4026865, Bachem Holding AG, Bubendorf BL, Switzerland), Pifithrin µ (HY-10940, Hycultec GmbH, Beutelsberg, Germany), or Pifithrin α (506132, Sigma-Aldrich, Merck, St. Louis, MO, USA) as indicated, and then lysed using kinase lysis buffer supplemented with protease inhibitors (B14001, Bimake, Houston, TX, USA) and phosphatase inhibitors (B15001, Bimake, Houston, TX, USA).

To isolate nuclear and cytoplasmic proteins, rescued i*MK2*-KO (2 × 10^6^ cells/plate) were seeded and stimulated the next day as indicated. Cyclohexamide (40 µg/mL; Sigma-Aldrich, Merck, St. Louis, MO, USA), DMSO (Chemsolute, Th. Geyer GmbH & Co. KG, Renningen, Germany) or BIRB 796 was incubated for 5 h prior to nuclear protein extraction. NE-PE Nuclear and Cytoplasmic Extraction Reagents (78835, Thermo Fisher Scientific Inc., Waltham, MA, USA) were used for protein isolation and the Pierce BCA Protein Assay Kit (23227, Thermo Fisher Scientific Inc., Waltham, MA, USA) was used to determine protein concentration according to the provided protocols.

An amount of 20–40 µg of protein was mixed with 4× Laemmli’s SDS sample buffer, heated at 95 °C for 5 min, separated by SDS-PAGE on 7.5% to 16% gradient gels with a PageRuler Prestained Protein Ladder (26616, Thermo Fisher Scientific Inc., Waltham, MA, USA) and transferred to Hybond ECL nitrocellulose membranes (GE Healthcare, Düsseldorf, Germany) through semidry blotting. The primary antibodies GAPDH (MAB374, Merck Millipore, Merck KGaA, Darmstadt, Germany), IκBa (9242, Cell Signaling Technology (CST, Cambridge, UK), MDM2 (D-7) (sc-13161, SCBT, Dallas, TX, USA), EF2 (C-9) (sc-166415, SCBT, Dallas, TX, USA), NF-κB1 p105/p50 (D7H5M) (12540, CST, Cambridge, UK), NF-κB2 p100/p52 (4882, CST, Cambridge, UK), NF-κB p65 (L8F6) (6956, CST, Cambridge, UK), RelB (C1E4) (4922, CST, Cambridge, UK), p53 (1C12) (2524, CST, Cambridge, UK), c-Rel (D4Y6M) (12707, CST, Cambridge, UK), Mouse IL-1β/ IL-1F2 (AF 401 SP, R&D systems, Bio-Techne GmbH, Wiesbaden-Nordenstadt, Germany), Histone H3 (9715, CST, Cambridge, UK), NIK (4994, CST, Cambridge, UK), TRAF2 (C192) (4724, CST, Cambridge, UK), TRAF-3 Isoform 2 (MAB3278 R&D systems, Bio-Techne GmbH, Wiesbaden-Nordenstadt, Germany), MAPKAPK-2 (D1E11) (12155, CST, Cambridge, UK), MAPKAPK-3 (3043, CST, Cambridge, UK), caspase-3 (H-277) (sc-7148, SCBT, Dallas, TX, USA), cleaved Caspase-3 (Asp175) (9661, CST, Cambridge, UK), p21 Waf1/Cip1 (E2R7A) (37543, CST, Cambridge, UK), Human/Mouse cIAP Pan-specific Antibody (MAB3400, R&D systems, Bio-Techne GmbH, Wiesbaden-Nordenstadt, Germany), or p38α Antibody (C-20) (sc-535, SCBT, Dallas, TX, USA) were incubated overnight at 4 °C, followed by a 2 h incubation with secondary horseradish peroxidase-conjugated antibodies (SCBT, Dallas, TX, USA) at room temperature. The chemiluminescence (ECL) detection solution (solution A, 1.2 mM luminol in 0.1 M Tris-HCl [pH 8.6]; solution B, 6.7 mM p-coumaric acid in dimethyl sulfoxide; 35% H2O2 solution; ratio, 3333:333:1) and the LAS 3000 luminescent image analyzer (Fujifilm Europe GmbH, Ratingen, Germany) with the associated Image Reader LAS-3000 software were used for detection. The bands were analyzed using the Fiji image processing software package. Significances were calculated and graphs were generated using GraphPad Prism. Microsoft PowerPoint was used to crop and arrange the Western blots, and to draw the overview image. Western blots were excluded from analysis if the lanes differed in Ponceau staining, if the band intensity of the control proteins (used for normalization) differed, if the bands were too weak, or if the background was too high for analysis with the Fiji software package ImageJ 1.52p. The *n*-values of the Western blots also differ, because some nuclear extracts had too low protein concentration to perform multiple Western blots from the same sample.

### 4.4. Cytokine Measurements and Cell Viability

BMDMs (1 × 10^5^ cells/well) were stimulated with IL-1α, LPS, ATP (tlrl-atpl, InvivoGen Europe, Toulouse, France), or Nigericin (11437, Cayman Chemical Company, Ann-Arbor, MI, USA) as indicated. The Mouse IL-1β uncoated ELISA Kit (88 7013-22, Invitrogen, Thermo Fisher Scientific Inc., Waltham, MA, USA) was used to determine the IL-1β concentration in the supernatant. Absorbance was measured using a Cytation 1 instrument (BioTek Instruments, Agilent Technologies, Inc., Santa Clara, CA, USA). Serum of wild-type or *MK2/3* double-knockout mice from the same breeding were analyzed for basal IL-1β, TNF-α and CXCL1 using the Fireplex-96 Inflammation (Mouse) Immunoassay panel (ab235659, Abcam, Cambridge, UK), and detected using a BD Accuri C6 flow cytometer (Becton, Dickinson and Company, Franklin Lakes, NJ, USA). The data were analyzed using BD Accuri C6 and GraphPad Prism 5 software. CellTiter-Blue^®^ Cell Viability Assay (G8080, Promega GmbH, Walldorf, Germany) was used to determine the cell viability of resting BMDMs. As negative control, cells were treated with 0.1% Triton X-100 (Sigma-Aldrich, Merck, St. Louis, MO, USA). Absorbance was measured using a Cytation 1 instrument (BioTek Instruments, Agilent Technologies, Inc., Santa Clara, CA, USA).

### 4.5. Quantification and Statistical Analysis

The number of animals used and the number of times the experiments were repeated are indicated in the figure legends or shown through dot plots. Representative Western blots are depicted. Biological replicates, not technical replicates, are shown. All experiments were non-randomized. The sample size was not determined in advance. The investigators were not blinded. Statistical analyses were performed using Prism, with either a two-sided paired or unpaired *t*-test, two-way repeated-measure (2W-RM)-ANOVA with Bonferroni post-tests, or 1W-ANOVA followed by Tukey’s or Dunnett’s Multiple Comparison Test. An F-test was used to calculate variance. Samples were excluded from the analysis if the housekeeping gene (qPCR) or the control protein (Western blot) was a significant outlier, as determined using the GraphPad outlier calculator. The statistical details for each experiment, including the tests performed and the significance values (* *p* < 0.05; ** *p*  <  0.01; *** *p*  <  0.001) are provided in the figure legends and figures. Error bars represent the standard error of the mean (SEM).

## Figures and Tables

**Figure 1:**
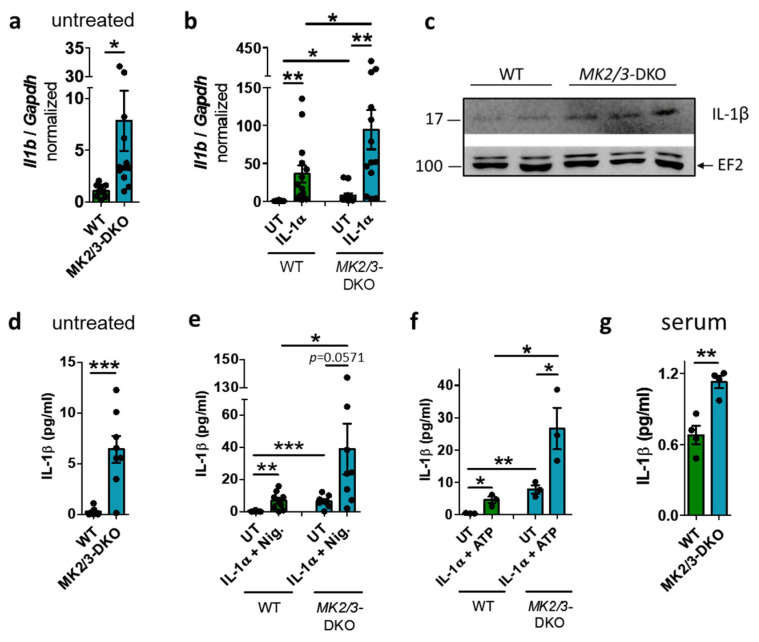
Interleukin (IL)−1β levels are elevated in *MK2/3* double-knockout (DKO) mice. (**a**) *Il1b* mRNA levels are increased in untreated and (**b**) IL-1α-treated (5 ng/mL, 1 h) *MK2/3*-DKO bone marrow-derived macrophages (BMDMs) compared to wild type (WT). WT *n* = 14, DKO *n* = 13. (**c**) Basal IL-1β protein levels are elevated in *MK2/3*-DKO BMDM. Elongation factor 2 (EF2) serves as a control. One representative Western blot of total WT *n* = 4, DKO *n* = 6. (**d**) The concentration of IL-1β is higher in the supernatant of untreated and (**e**) IL-1α (5 ng/mL, 4 h) + Nigericin (20 µM, 8 h) or (**f**) IL-1α + ATP (5 mM, 5.5 h)-treated *MK2/3*-DKO BMDM than in WT. (**d**,**e**) WT *n* = 9, DKO *n* = 8. (**f**) *n* = 3/group. (**g**) The basal concentration of IL-1β is elevated in the serum of *MK2/3*-DKO mice. *n* = 6 mice/group, whereby one sample/group was pooled from 3 mouse sera. Mean ± SEM, Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
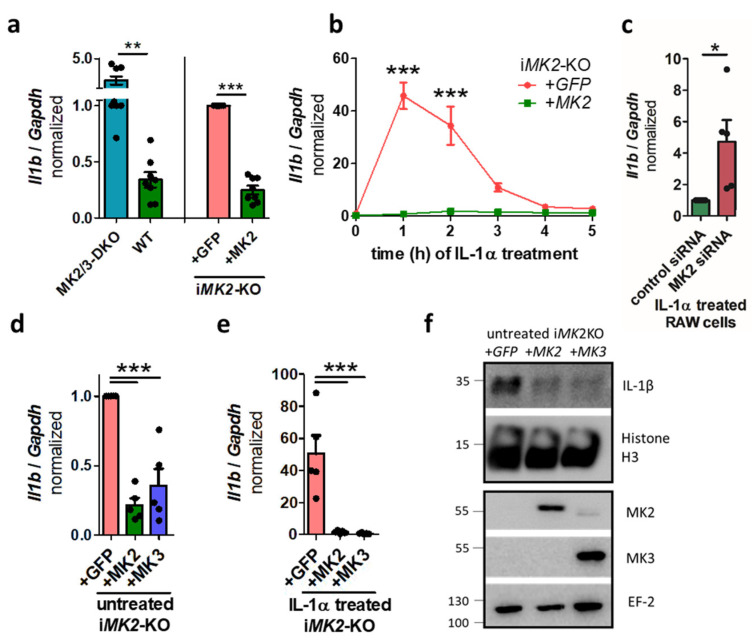
The level of IL-1β is increased in immortalized *MK2*-KO (i*MK2*-KO) cells. (**a**) i*MK2*-KO cells transduced with an empty vector (+*GFP*) showed elevated levels of *Il1b* mRNA compared to *MK2*-rescued cells (+*MK2*) (right, *n* = 8), similar to those observed in *MK2/3*-DKO and WT bone-marrow-derived macrophages (BMDMs) (left; WT *n* = 9, DKO *n* = 8). (**b**) i*MK2*-KO +*GFP* cells show increased *Il1b* mRNA after IL-1α treatment (5 ng/mL) compared to *MK2*-rescued cells. *n* = 3. (**c**) RAW cells treated with *MK2* siRNA have higher *Il1b* mRNA levels compared to the control after IL-1α stimulation. (**d**) Similar to *MK2*, rescuing *MK3* decreases the level of *Il1b* mRNA in resting or (**e**) IL-1α (5 ng/mL, 1 h)-treated i*MK2*-KO cells, (**f**) as well as the basal level of IL-1β protein. Histone H3 serves as a control. (**a**,**c**) Student’s *t*-test, (**b**) 2W-RM-ANOVA with Bonferroni posttests, (**d**,**e**) 1W-ANOVA with Tukey’s Multiple Comparison Test, mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
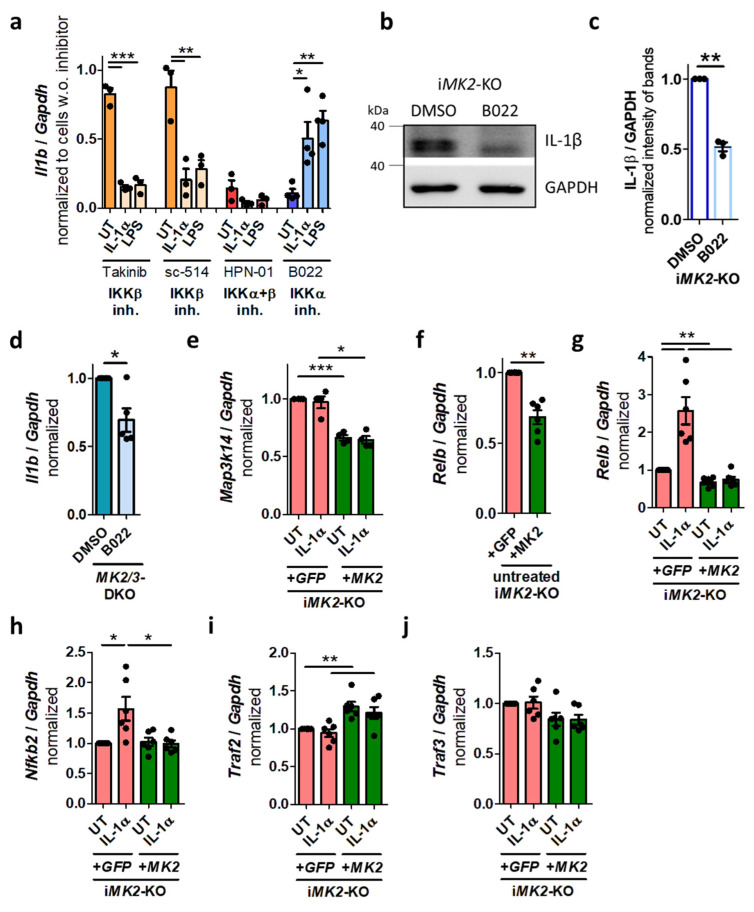
The non-canonical NF-κB pathway is activated in i*MK2*-KO cells (mRNA). (**a**) Inhibition of the canonical NF-κB pathway using the IKKβ inhibitors Takinib (10 µM, 2 h) and sc-514 (10 µM, 2 h) reduced *Il1b* mRNA levels in IL-1α- and LPS-treated i*MK2*-KO cells, but did not affect basal *Il1b* levels. Inhibiting IKKα and IKKβ with HPN-01 (10 µM, 2 h) reduced *Il1b* mRNA levels in untreated (UT) and IL-1α (5 ng/mL, 1 h)- or LPS-stimulated cells (100 ng/mL, 1 h). Inhibition of the non-canonical NF-κB pathway by IKKα inhibitor B022 (5 µM, 2 h) mainly reduced basal *Il1b* mRNA. (**b**,**c**) IL-1β protein level is reduced in resting i*MK2*-KO cells after treatment with B022 (5 µM, 7 h). GAPDH serves as a control. (**d**) *Il1b* mRNA is reduced in *MK2/3*-DKO BMDMs after treatment with B022 (5 µM, 2 h). (**e**) The level of *Map3k14* mRNA is increased in i*MK2*-KO +*GFP*. (**f**) *Relb* mRNA level is increased in UT i*MK2*-KO +*GFP* cells. (**g**) *Relb* and (**h**) *Nfkb2* mRNA levels are increased in IL-1α (5 ng/mL, 1 h)-stimulated i*MK2*-KO +*GFP* cells. (**i**) Basal *Traf2* mRNA is reduced in i*MK2*-KO +*GFP* cells. (**j**) The *Traf3* mRNA level is not changed significantly. (**a**) 1W-ANOVA with Tukey’s Multiple Comparison Test, (**c**–**j**) Student’s *t*-test, mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
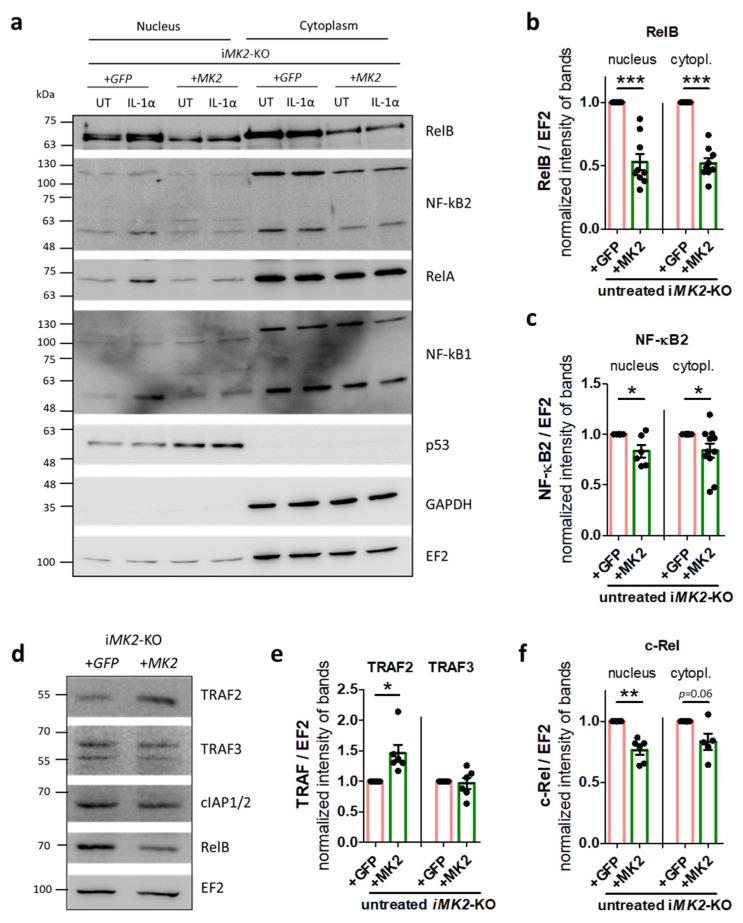
The non-canonical NF-κB pathway is activated in i*MK2*-KO cells (protein). (**a**–**c**) Compared to i*MK2*- KO +*MK2* cells, untreated (UT) i*MK2*-KO +*GFP* cells have higher levels of the non-canonical proteins RelB and NF-κB2 in nuclear and cytoplasmic fractions, but not of the canonical RelA and NF-κB1 proteins. Following IL-1α treatment (5 ng/mL, 2 h), the nuclear fraction of i*MK2*-KO cells showed elevated protein levels of RelB, NF-κB2, RelA, and NF-κB1. p53 and GAPDH serve as controls for successful nuclear/cytoplasmic separation. EF2 acts as a general control, used for normalization. (**d**,**e**) The basal protein level of TRAF2 is reduced in whole-cell lysis of i*MK2*-KO +*GFP* cells, whereas TRAF3 and cIAP1/2 are not changed. (**f**) The protein level of c-Rel is increased in i*MK2*-KO+*GFP* cells. Examples of Western blots from different gels are shown. Mean ± SEM, Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
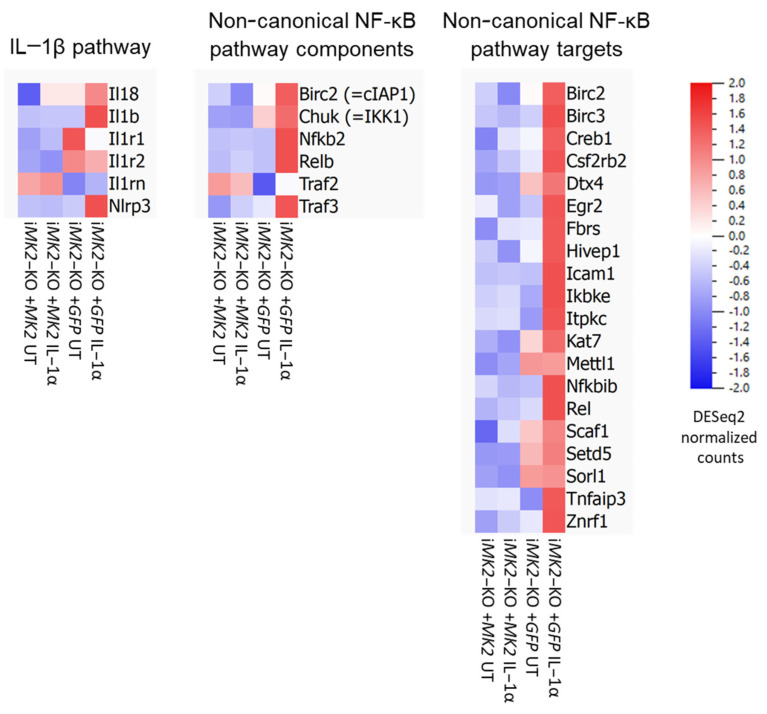
The non-canonical NF-κB pathway is activated in i*MK2*-KO cells. RNA sequencing revealed increased levels of mRNA for components of the IL-1β and non-canonical NF-κB pathways, as well as for targets of the non-canonical NF-κB pathway, in i*MK2*-KO +*GFP* cells. This finding was reinforced by IL-1α treatment (5 ng/mL, 1 h).

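After IL-1α, all 20 predicted non-canonical NF-κB targets in Fig. 5 had higher normalized counts in iMK2-KO +GFP than in iMK2-KO +MK2 cells, each with a counting interval above 1. Icam1, which encodes a leukocyte adhesion molecule, was 5.45-fold (5.19 to 5.73) higher, at 8329 against 1527. Sorl1, a sorting receptor gene, was 5.24-fold (4.95 to 5.54) higher. Birc3, the gene of the ubiquitin ligase cIAP2, was 3.32-fold (3.02 to 3.65) higher, and Tnfaip3, the gene of the NF-κB inhibitor A20, 2.92-fold (2.75 to 3.10). Rel, which encodes c-Rel, was 2.60-fold (2.42 to 2.78) higher, and the kinase gene Ikbke 2.51-fold (2.33 to 2.71). Egr2, a zinc finger transcription factor gene, had only 34 against 6 normalized counts, a ratio of 5.67 (2.58 to 14.5). These 7 were at least 2-fold higher, and Hivep1, Dtx4 and Nfkbib were 1.82-fold, 1.55-fold and 1.51-fold higher. The other 10 targets lay between 1.11-fold (Scaf1) and 1.5-fold (Birc2, which encodes cIAP1). Csf2rb2 was among them at 1.18-fold and may share reads with its near-identical neighbour Csf2rb, so its value is uncertain. The median log2 ratio of the targets was 0.59 (mean 0.94), at percentile 100 of the random lists, and as Fig. 5 shows this list for these libraries, that is not independent evidence.
Other lists were fixed before the data were examined but after Fig. 5 had been read. Among these, 30 measured NF-κB feedback genes and early targets had a median log2 ratio of 1.66 in the IL-1α pair, also at percentile 100. Of the 30 genes, 24 were at least 2-fold higher in +GFP and 3 at least 2-fold lower. Birc3, Icam1, Il1b and Tnfaip3 are in this list and in Fig. 5, so the list is not independent of Fig. 5. Nfkbia, the gene of the canonical inhibitor IκBα, was 9.56-fold (8.96 to 10.2) higher, and Tnf was 17.7-fold (16.5 to 19.1) higher. The 17 canonical NF-κB components, which include Rel and Nfkbib of Fig. 5, had a median log2 ratio of 0.27 (percentile 99.8, mean 0.63). Rela was 1.56-fold (1.46 to 1.67) and Nfkb1 1.5-fold (1.42 to 1.58) higher. The 13 measured textbook components of the non-canonical pathway, which include those of Fig. 5, had a median of 0.36 (percentile 99.96, mean 0.56). Of these, 4 were at least 2-fold higher in +GFP, among them Relb and Nfkb2, and 1 was at least 2-fold lower. Map3k14, which encodes NIK, was 1.25-fold (1.08 to 1.45) lower in +GFP, at 258 against 322 normalized counts.
Over both treatments, limma with Benjamini-Hochberg adjustment called 7 of the 20 targets higher in +GFP and 0 lower (Sorl1, Dtx4, Mettl1, Setd5, Kat7, Creb1 and Fbrs), and 10 higher when adjusted over the list alone. Sorl1 had a log2 difference of 2.16 (standard error 0.12, adjusted p = 0.00213 from limma, Benjamini-Hochberg). The fit takes the difference between the lines' IL-1α responses as its error, so targets whose ratio grew after IL-1α can fail to pass.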

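More genes were at least 2-fold higher after IL-1α in +GFP cells than in +MK2 cells. At 1 h, 140 genes were at least 2-fold higher and 39 at least 2-fold lower in the IL-1α library than in the untreated library of +GFP cells. In +MK2 cells the counts were 23 and 16. The contrast depends on the minimum mean. With a minimum of 10 the counts were 271 and 201 in +GFP and 120 and 127 in +MK2. Without a filter they were 1062 and 1046 in +GFP and 930 and 1017 in +MK2. With the whole counting interval past 2-fold, 107 genes were higher and 8 lower in +GFP and 11 and 5 in +MK2, and with a pseudocount of 10 the lower genes of +GFP numbered 19. Nfkbiz, which encodes the inducible NF-κB cofactor IκBζ, was 50.9-fold (44.6 to 58.3) higher after IL-1α in +GFP and 2.87-fold (2.47 to 3.36) higher in +MK2. Il1b was 42.7-fold (32.8 to 56.7) higher in +GFP and 3.47-fold (2.04 to 6.15) higher in +MK2, so that its response was 12.3 times (6.90 to 22.0) as large in +GFP. The acute-phase gene Saa3 was 47.2-fold (32.9 to 70.3) higher in +GFP and 1.89-fold (0.874 to 4.31) higher in +MK2. Tnf was 32.5-fold (29.4 to 36.0) and 1.93-fold (1.71 to 2.19) higher, and Nfkbia 13.3-fold (12.3 to 14.4) and 1.70-fold (1.53 to 1.88) higher. Acod1, which encodes the enzyme that makes itaconate, was 21.4-fold (19.3 to 23.8) higher in +GFP against 1.15-fold (0.918 to 1.45) in +MK2. Tnfaip3 was 24.0-fold (20.6 to 28.0) higher in +GFP against 1.05-fold (0.978 to 1.13). The chemokine gene Cxcl2 was listed at 0 in both untreated libraries and had 981 normalized counts in +GFP and 4 in +MK2 after IL-1α.
Among the Fig. 5 genes, Nlrp3 was 6.95-fold (6.48 to 7.47) higher after IL-1α in +GFP and had a ratio of 0.908 (0.808 to 1.02) in +MK2. Relb was 7.13-fold (5.88 to 8.71) higher in +GFP and 1.52-fold (1.19 to 1.96) higher in +MK2, and Nfkb2 3.30-fold (3.03 to 3.61) and 1.01-fold (0.904 to 1.12). Icam1 was 5.86-fold (5.57 to 6.17) and 1.1-fold (1.03 to 1.17) higher. Of all 31 genes, 26 had their highest normalized count in +GFP after IL-1α, and for 24 the response of +GFP exceeded that of +MK2 beyond counting error. The targets had a median log2 response of 0.34 in +GFP and 0.042 in +MK2, with means of 0.86 and -0.053. The components had medians of 0.33 and -0.0013 and means of 0.92 and 0.090.
NF-κB feedback genes and early targets had a median log2 response of 2.04 in +GFP, with 22 of 30 at least 2-fold higher, and of 0.12 (mean 0.30) in +MK2, with 3 at least 2-fold higher. For immediate early genes the medians were 0.60 and 0.043, and for chemokines 0.54 (mean 1.12) and 0.067. Of the 139 genes at least 2-fold higher after IL-1α in +GFP that had a ratio in +MK2, 106 were also higher after IL-1α in +MK2 and 9 at least 2-fold higher. In limma with Benjamini-Hochberg adjustment, 0 genes differed by IL-1α over both lines, and 325 were higher and 169 lower at an unadjusted p under 0.05. That test takes the difference between the lines' responses as its error.

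**Figure D2:**
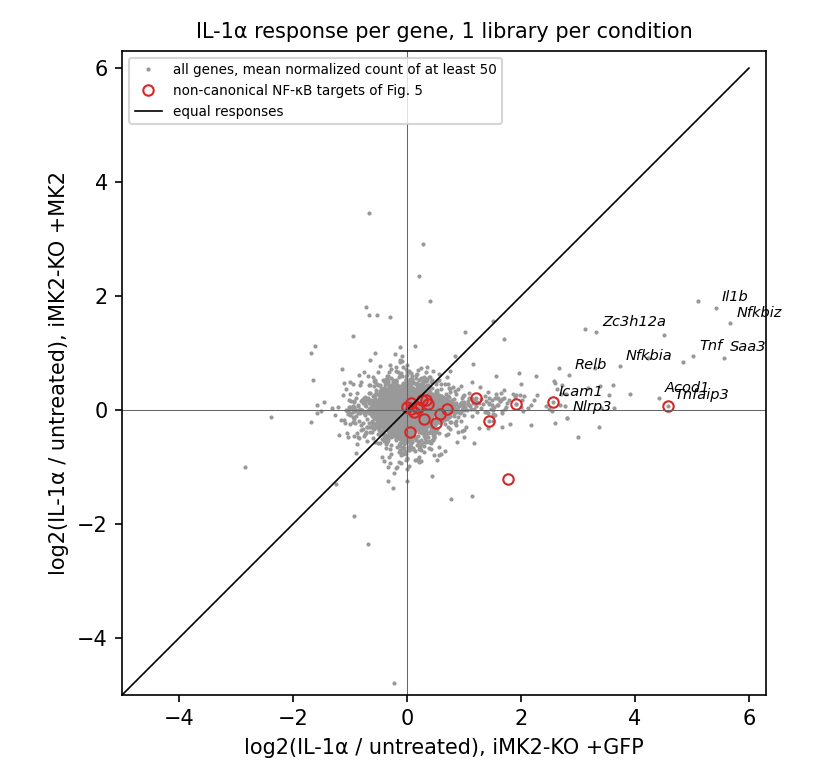
log2 ratio of IL-1α over untreated for each gene in +GFP cells (horizontal axis) and +MK2 cells (vertical axis), 1 library per condition, with the targets of Fig. 5 as red circles. Nfkbiz, Il1b, Saa3 and Tnf lie far to the right and below the line of equal responses.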

**Figure 6:**
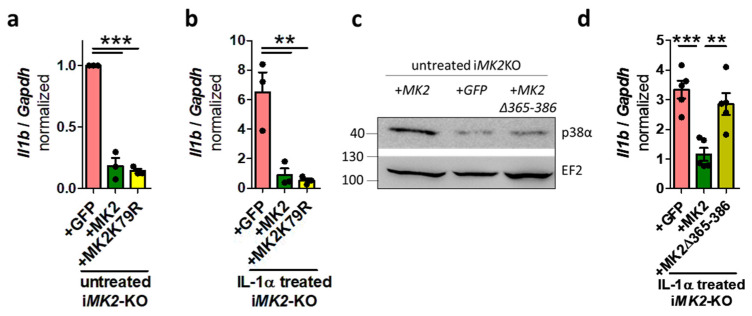
The MK2 kinase activity is not involved, but the MK2 C-terminus is important. (**a**) The rescued MK2 kinase-inactive mutant, MK2K79R, reduces *Il1b* mRNA levels to a degree comparable to that of the rescued MK2 in untreated (UT) and (**b**) IL-1α-treated (5 ng/mL, 1 h) i*MK2*-KO macrophages. (**c**) i*MK2*-KO cells have lower levels of the p38α protein. These levels can be restored by rescuing *MK2*, but not by rescuing a MK2 mutant lacking the C-terminus *MK2-Δ365–386*. (**d**) MK2-Δ365-386 does not affect the *Il1b* mRNA levels in IL-1α-treated cells. 1W-ANOVA with Tukey’s Multiple Comparison Test, mean ± SEM, ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
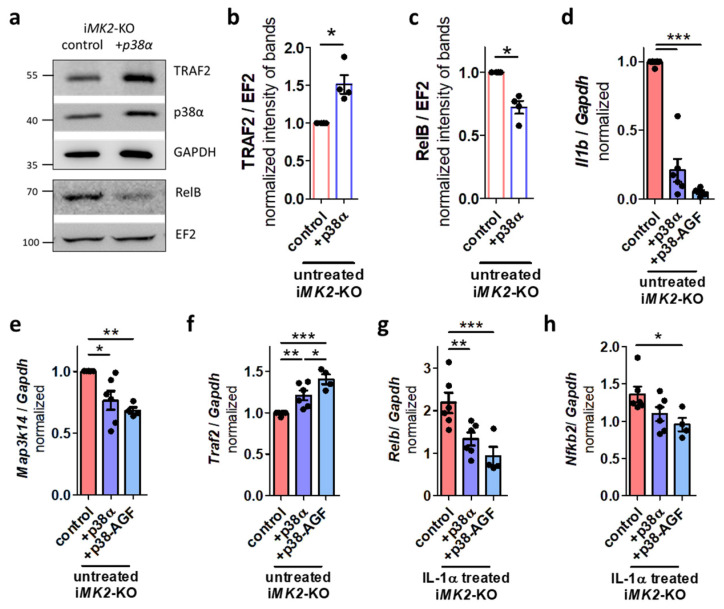
p38α inactivates the non-canonical NF-κB pathway independent of the kinase activity. (**a**–**c**) Overexpression of *p38α* in i*MK2*-KO cells increases basal TRAF2 and reduces basal RelB protein levels. (**d**) Overexpression of *p38α* and kinase inactive mutant *p38-AGF* reduce basal *Il1b* and (**e**) *Map3k14* mRNA and (**f**) increase basal *Traf2* mRNA in resting i*MK2*-KO cells. (**g**) *Relb* and (**h**) *Nfkb2* mRNA are reduced in IL-1α-treated (5 ng/mL, 1 h) i*MK2*-KO+*p38α* and *+p38-AGF* cells. (**b**,**c**) Student’s *t*-test, (**d**–**h**) 1W-ANOVA followed by Tukey’s Multiple Comparison Test, mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 8:**
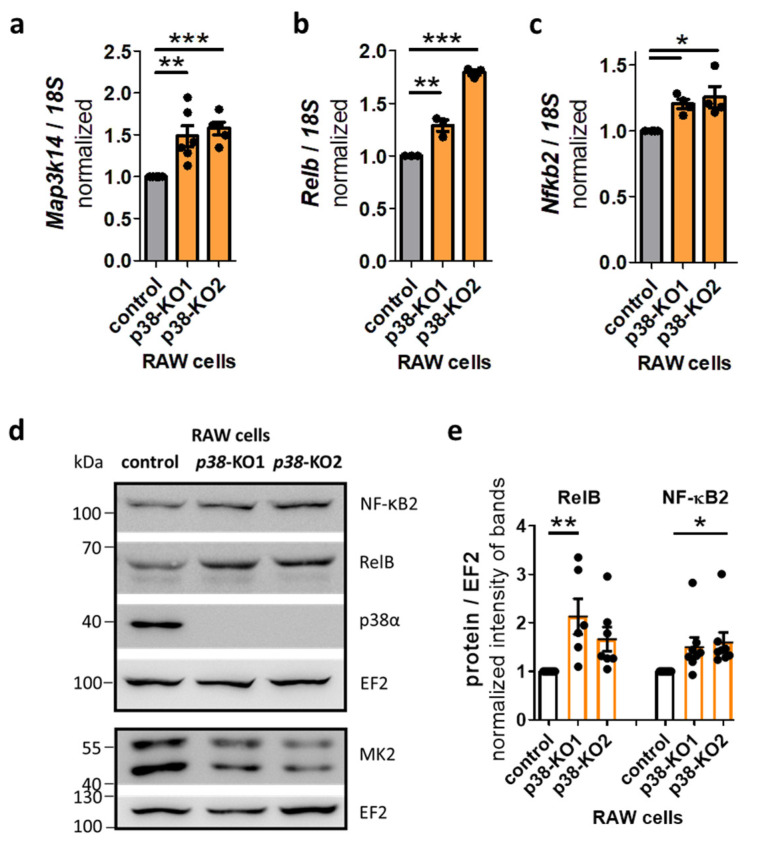
Resting *p38α*-KO cells have elevated levels of non-canonical NF-κB pathway components. (**a**) Resting *p38α*-KO RAW cells harbor increased *Map3k14* mRNA, (**b**) *Relb* mRNA, and (**c**) *Nfkb2* mRNA levels. (**d**,**e**) Resting *p38α*-KO RAW cells have elevated RelB and NF κB2 protein levels. 1W-ANOVA followed by Dunnett’s Multiple Comparison Test, mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 9:**
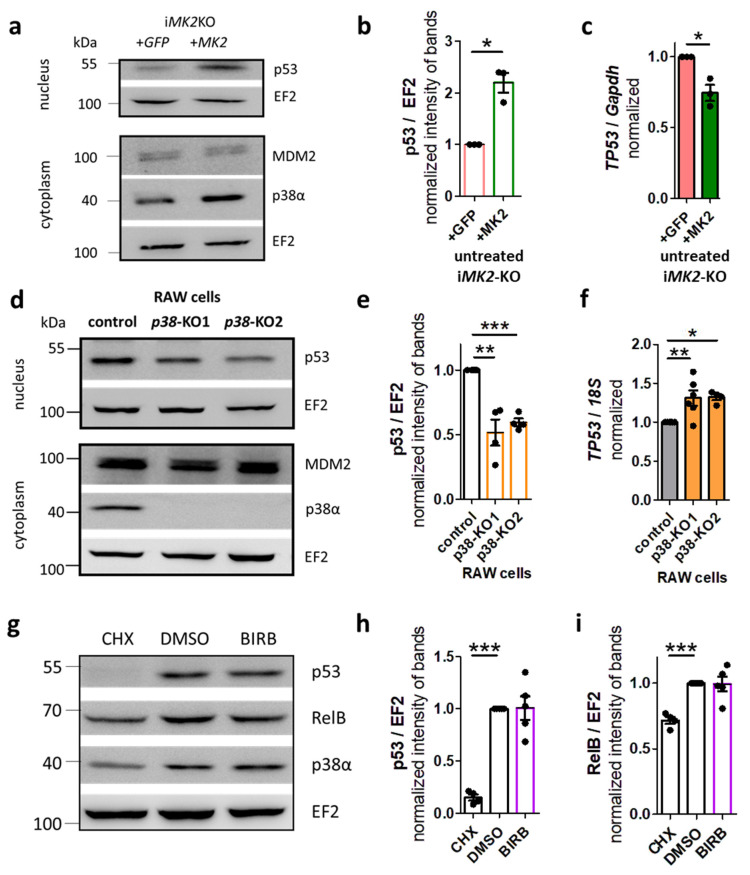
MK2/p38α stabilize p53 protein. (**a**,**b**) Resting i*MK2*-KO +*GFP* cells have less p53 protein level in the nucleus fraction, but similar MDM2 protein level in the cytoplasmic fraction compared to i*MK2*-KO +*MK2* macrophages. (**c**) *TP53* mRNA is increased in i*MK2*-KO cells. (**d**,**e**) Resting *p38α*-KO RAW macrophages have lower levels of p53 protein in the nuclear fraction, but similar levels of MDM2 protein in the cytoplasmic fraction compared to the control cells. (**f**) *TP53* mRNA is increased in *p38α*-KO cells. (**g**,**i**) Effect of the translation inhibitor cycloheximide (CHX, 40 µg/mL, 5 h) and the p38 inhibitor BIRB796 (1 µM, 5 h) on the levels of the p53 and RelB proteins in the nuclear fraction of RAW 264.1 cells. (**a**–**c**) Student’s *t*-test, (**d**–**i**) 1W-ANOVA followed by Dunnett’s Multiple Comparison Test, mean ± SEM * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 10:**
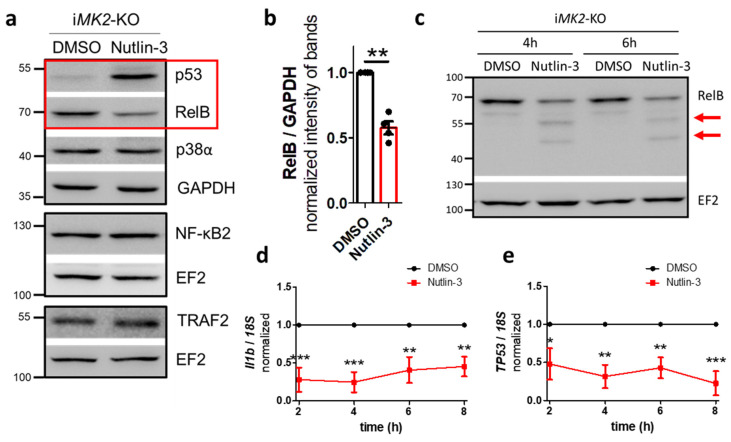
p53 inactivates the non-canonical NF-κB pathway through RelB cleavage. (**a**,**b**) Nutlin-3 (20 µM, 4 h) treated i*MK2*-KO cells accumulate p53 and harbor reduced RelB protein, but not NF-κB2, TRAF2 or p38α. (**c**) RelB cleavage products (arrows) appear in Western blots after Nutlin-3 (20 µM) treatment in i*MK2*-KO cells. (**d**) *Il1b* mRNA and (**e**) *TP53* mRNA are reduced in Nutlin-3 (20 µM)-treated i*MK2*-KO cells. (**b**) Student’s *t*-test, (**d**,**e**) *n* = 4, 2W RM-ANOVA with Bonferroni posttests, mean ± SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 11:**
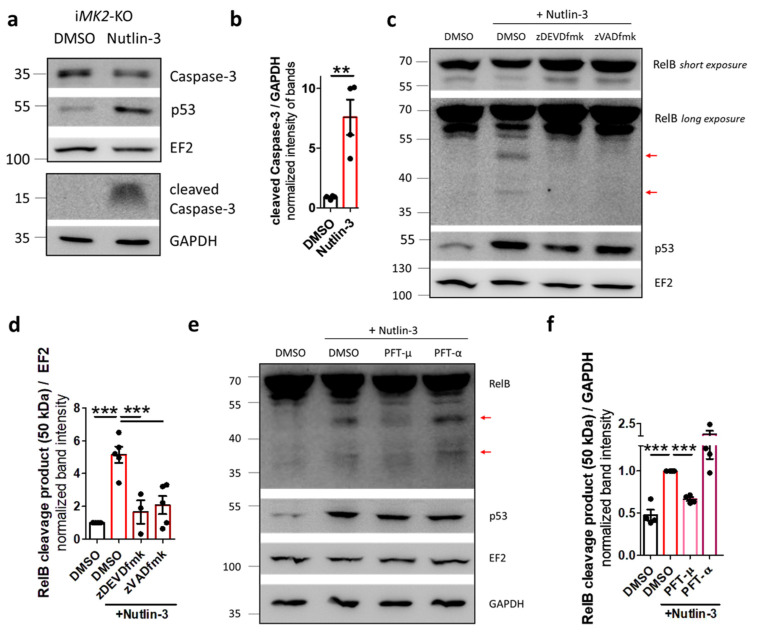
p53 activates caspase-3 via the mitochondrial pathway, which cleaves RelB. (**a**,**b**) Nutlin-3 (20 µM, 4 h) treated i*MK2*-KO cells have reduced levels of full-length Pro-caspase-3 and increased levels of cleaved Caspase-3 protein. (**c**,**d**) The appearance of RelB cleavage products (arrows) after Nutlin-3 (20 µM, 4 h) treatment in i*MK2*-KO cells can be blocked by the caspase-3 inhibitor z-DEVD-fmk (100 µM, 1 h), the pan-caspase inhibitor z-VAD-fmk (25 µM, 1 h), and (**e**,**f**) the inhibitor of p53 mitochondrial translocation Pifithrin-µ (10 µM, 1 h), but not by the p53 transcriptional inhibitor Pifithrin-α (10 µM, 1 h) in i*MK2*-KO cells. (**b**) Student’s *t* test, (**d**–**f**) 1W-ANOVA followed by Dunnett’s Multiple Comparison Test, mean ± SEM, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

The RNA-seq data generated in this study are available in the Gene Expression Omnibus (GEO) database under the accession code GSE299040. The original data presented in the study are openly available in FigShare at https://doi.org/10.6084/m9.figshare.31746814.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27073232/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

2W-RM	two-way repeated measures
BMDMs	bone marrow-derived macrophages
cIAP	cellular inhibitor of apoptosis
DMBA	7,12 dimethylbenz[a]anthracene
IKK	inhibitor of NF-κB kinase
IL	Interleukin
iMK2-KO	immortalized MK2-KO BMDMs
IκB	inhibitor of κB
KO	knockout
LPS	lipopolysaccharides
MAPK	mitogen-activated protein kinase
MDM2	Mouse double minute 2 homolog
MK2	MAPKAP kinase 2
MKs	MAPK-activated protein kinases
NEMO	Nuclear Factor-κB-Essential Modulator
NIK	NF-κB-inducing kinase
PBMCs	human peripheral blood mononuclear cells
PMA	phorbol 12 myristate 13-acetate
RBM7	RNA-binding motif protein 7
RIPK1	receptor-interacting serine/threonine-protein kinase 1
SEM	standard error of the mean
SRF	serum response factor
TAK1	TGF-β-activated kinase 1
TCDD	2,3,7,8-tetrachlorodibenzo-p-dioxin
TNF	tumor necrosis factor
TPA	12-O-tetradecanoylphorbol-13-acetate
TRAF	TNF-receptor-associated factors
TTP	Tristetraprolin
UT	untreated
WT	wild-type

# Supplementary material for: MK2/p38/p53 Suppress Basal IL-1β and Non-Canonical NF-κB Signaling in Macrophages
**Source:** Int J Mol Sci. 2026 Apr 2;27(7):3232. doi: 10.3390/ijms27073232
**Supplement:** Supplementary file 1

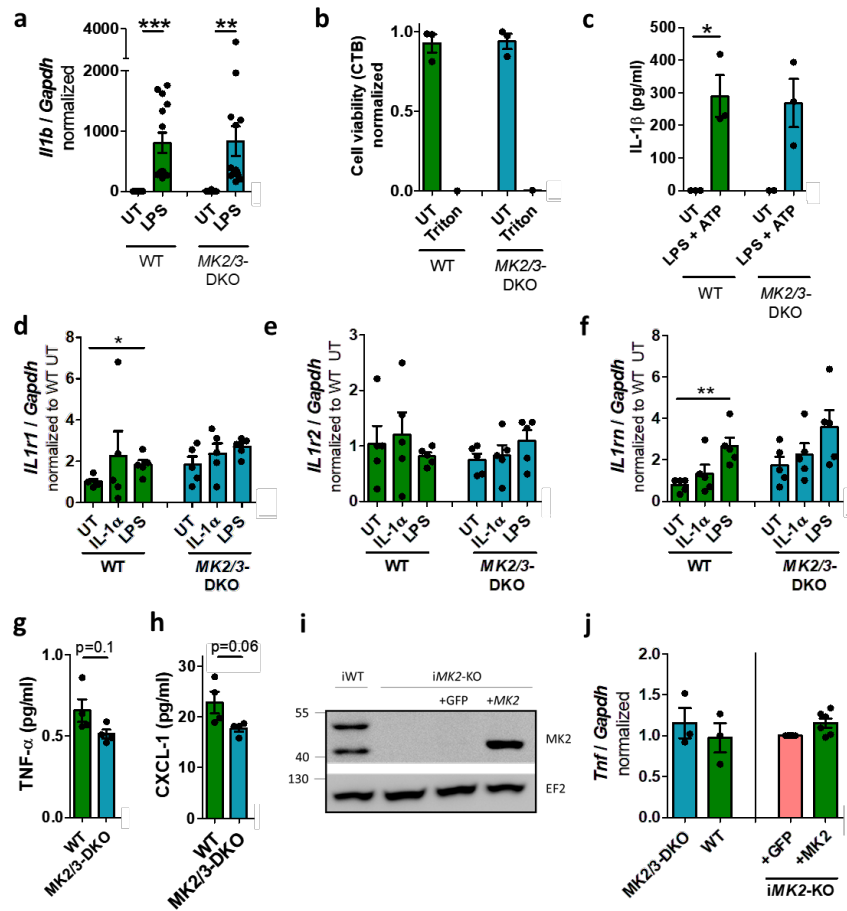

**Supplementary Figure S1.** (a) LPS-treated (100 ng/ml, 1h) wild type (WT) and MK2/3-double-knockout (DKO) bone marrow-derived macrophages (BMDMs) have comparable *Il1b* mRNA levels. WT  $n=14$ , DKO  $n=13$ . (b) Normalized cell viability of resting WT and MK2/3-DKO BMDMs was measured using a CellTiter-Blue (CTB) assay. (c) The IL-1 $\beta$  concentration in the supernatant of LPS-treated (1  $\mu$ g/ml, 2h) MK2/3-DKO BMDM is similar to that of WT BMDM after the addition of ATP (3 mM, 8h). The mRNA levels of the IL-1 receptors (d) *IL1r1*, (e) *IL1r2*, and (f) *IL1rn* are similar in WT and MK2/3-DKO BMDMs. The cells are either untreated (UT), IL-1 $\alpha$  (5 ng/ml, 1h) or LPS (100 ng/ml, 1h)-treated. Basal levels of (g) Tumor necrosis factor (TNF)- $\alpha$  and (h) chemokine C-X-C motif ligand-1 (CXCL 1) are not elevated in the serum of MK2/3-DKO mice compared to WT mice.  $n=6$  mice/group, whereby one sample/group was pooled from 3 mouse sera. (i) Western Blot of immortalized WT BMDMs (iWT), immortalized MK2-KO BMDMs (iMK2-KO), and iMK2-KO transduced with either an empty vector as control (iMK2-KO +GFP) or rescued with MK2 (iMK2-KO +MK2). (j) *Tnf* mRNA is neither affected in resting BMDM (left) nor iMK2-KO cells (right). Mean  $\pm$  SEM, Student's t-test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

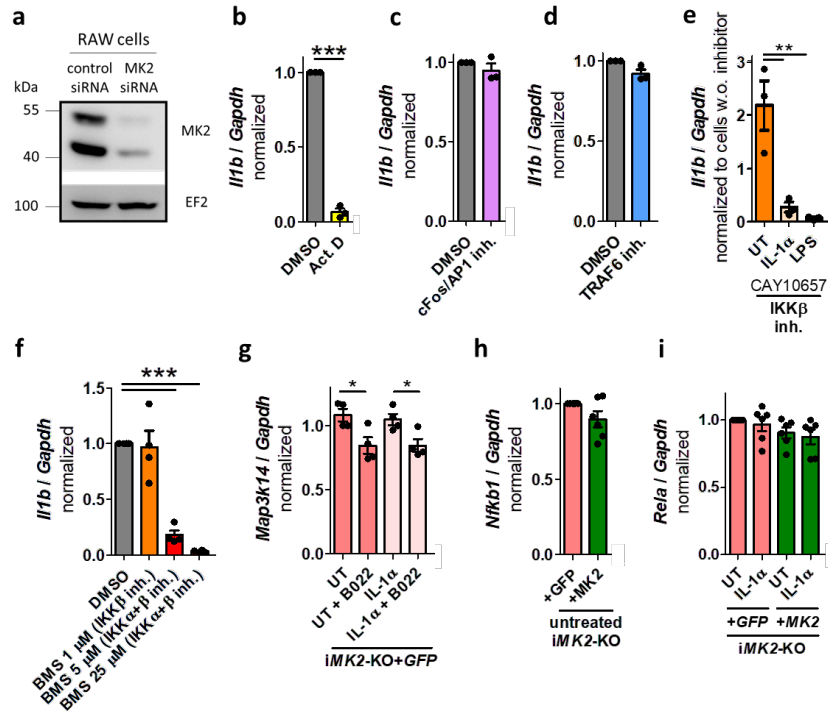

**Supplementary Figure S2.** (a) Western Blot of RAW cells treated either with control or MK2 siRNA. *Il1b* mRNA levels in iMK2-KO +GFP cells after treatment with (b) Actinomycin D (Act. D) (10  $\mu$ g/ml, 2h), (c) the cFos/AP1 inhibitor T-5224 (20  $\mu$ M, 2h), (d) the SML1160 CD40-TRAF6 inhibitor (1  $\mu$ M, 2h), (e) the IKK $\beta$  inhibitor CAY10657 (10  $\mu$ M, 2h); untreated (UT), IL-1 $\alpha$  (5ng/ml, 1h), or LPS (100 ng/ml, 1h) treated, and (f) IKK inhibitor BMS-345541 (2h). (g) *Map3k14* mRNA level after treatment with B022 inhibitor (5  $\mu$ M, 2h), (h) *Nfkb1*, and (i) *Rela* mRNA levels in UT- or IL-1 $\alpha$  (5ng/ml, 1h)-treated iMK2-KO +GFP cells compared to iMK2 KO +MK2 cells. (b-d, g-i) Student's t-test, (e) 1W-ANOVA with Tukey's Multiple Comparison Test, (f) 1W-ANOVA with Dunnet's Multiple comparison Test, Mean  $\pm$  SEM, \*  $p < 0.05$ , \*\*\*  $p < 0.001$ .

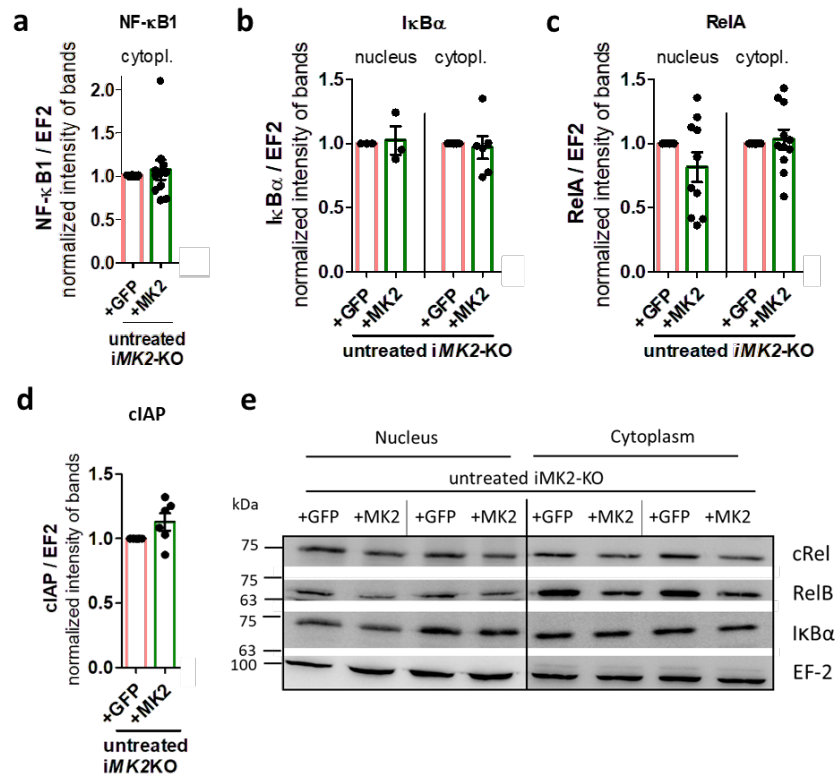

**Supplementary Figure S3.** (a) Normalized western blot band intensities of NF- $\kappa$ B1, (b) I $\kappa$ B $\alpha$  and (c) RelA in the nucleus and cytoplasm of untreated iMK2-KO +GFP and iMK2-KO +MK2 macrophages. (d) Normalized western blot band intensities of basal cIAP of iMK2-KO +GFP and +MK2 cells. (e) One representative Western Blot showing two independent experiments regarding the protein levels of cRel, RelB, I $\kappa$ B $\alpha$  and EF2 (used as a control) in the nuclear and cytoplasmic fractions of untreated iMK2-KO +GFP and +MK2 cells. Student's t-test, Mean  $\pm$  SEM.

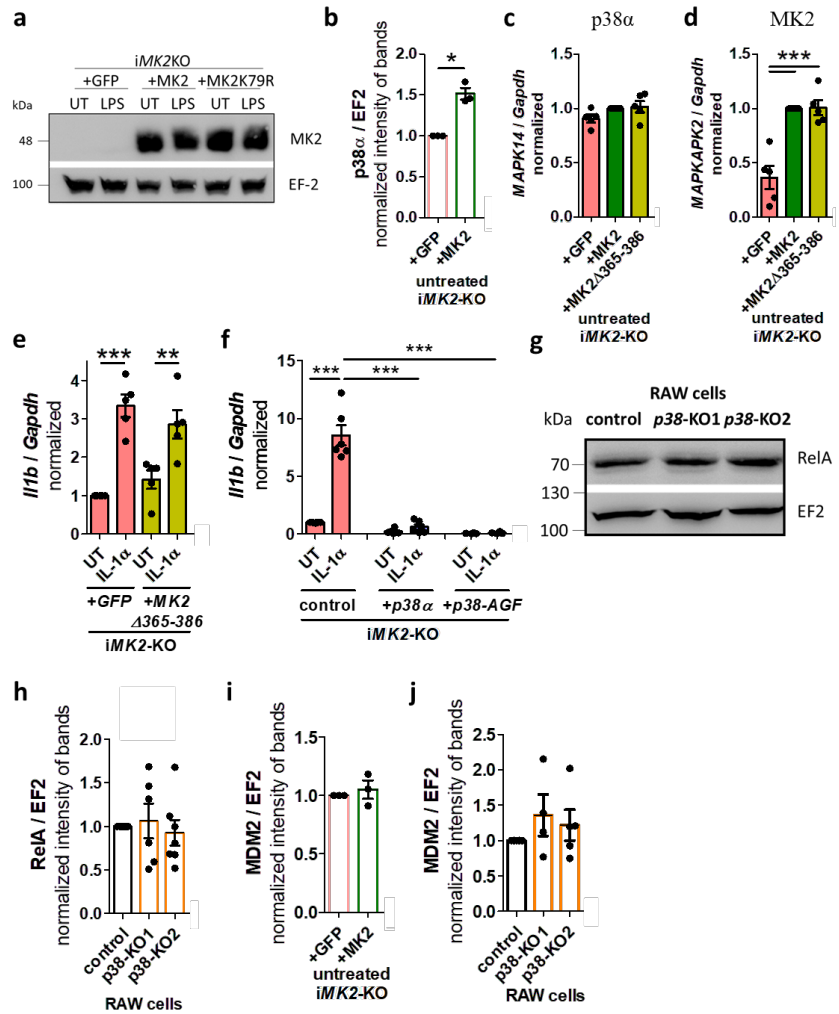

**Supplementary Figure S4.** (a) Rescued MK2 and MK2K79R in iMK2-KO cells have comparable protein level. (b) Normalized Western Blot band intensities of p38α in untreated iMK2-KO +GFP and +MK2 cells. (c) MAPK14 and (d) MAPKAPK2 mRNA levels in iMK2-KO +GFP, +MK2, and +MK2-Δ365-386 cells. (e) MK2-Δ365-386 does not affect the *Il1b* mRNA levels in UT or IL-1α-treated cells. (f) *Il1b* mRNA is reduced in IL-1α (5 ng/ml, 1h)-treated iMK2-KO +p38α and kinase-inactive mutant +p38-AGF macrophages compared to control cells. (g-h) The RelA protein level is similar in p38α-KO cells compared to control RAW 264.1 cells. (i) MDM2 protein levels are similar in iMK2-KO +GFP and +MK2 macrophages, as well as in (j) p38α-KO RAW 264.1 cells. (b, i) Student's t-test, (c-j) 1W-ANOVA followed by Tukey's Multiple Comparison Test, Mean ± SEM, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ .

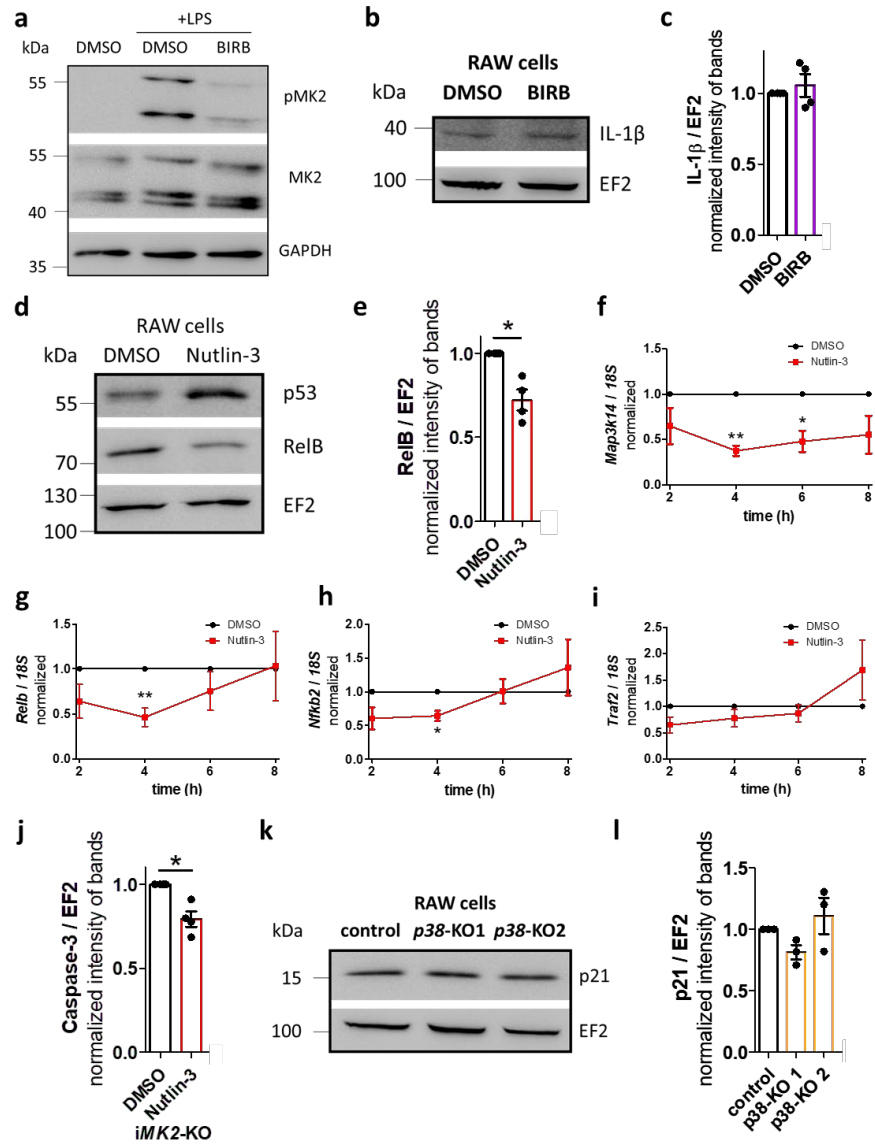

**Supplementary Figure S5.** (a) p38 inhibitor BIRB 796 (1  $\mu$ M, 5h) inhibits phospho-MK2 (pMK2) in LPS-treated (100 nM, 30min) RAW 264.1 cells. One representative Western Blot of  $n=2$ . (b-c) BIRB796 (1  $\mu$ M, 5h) has no effect on the level of IL-1 $\beta$  protein in the cytoplasmic fraction of resting RAW 264.1 cells. (d-e) Nutlin-3 treated (20  $\mu$ M, 8h) RAW 264.1 macrophages show increased p53 and reduced RelB protein levels. (f) *Map3k14* ( $n=4$ ), (g) *Relb* ( $n=5$ ), (h) *Nfkb2* ( $n=4$ ) and (i) *Traf2* ( $n=5$ ) mRNA level of Nutlin-3 (20  $\mu$ M) treated iMK2-KO cells. (j) Nutlin-3 (20  $\mu$ M, 4h) treated iMK2-KO cells have reduced levels of full-length Pro-caspase-3 protein. (k-l) p21 protein level in the nuclear fraction of resting p38-KO and control RAW 264.1 cells. (e, j) Student's t-test, (f-i) 2W RM-ANOVA with Bonferroni posttests, mean  $\pm$  SEM, \*  $p < 0.05$ , \*\*  $p < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

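RNA sequencing of immortalized bone marrow-derived macrophages was analysed in 4 libraries, 1 per condition: iMK2-KO +GFP and iMK2-KO +MK2 cells, each untreated or treated with IL-1α (5 ng/mL, 1 h). The input was 500 ng of RNA per library. The paper describes ribo-depleted total RNA read as 75 bp single reads, whereas the sample labels describe poly(A)-selected stranded libraries read from both ends with 38 bases per end. Which of these holds was not settled, and no result was corrected for it. The genotype label of both +MK2 samples reads wt, whereas their titles and the paper describe MK2-knockout cells rescued with MK2. The libraries were named by the titles and the paper.

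The authors' values per gene are counts normalized with DESeq2, as the colour key of Fig. 5 states. The methods of the paper do not say how reads were assigned to genes. The deposited values are a score of this kind, normalized counts rounded to whole numbers, and are not raw counts. The table has 55356 entries, of which 26 have no gene name, and 85 names stand on more than 1 entry. Entries without a name were counted in the library totals and named nowhere. The genome build is not given in the sources used here, so positions are those of the table.

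The test planned before the files were seen, edgeR on raw counts, was not used, because the values are rounded normalized counts. The alternatives set out with edgeR and DESeq2 were not run for the same reason. limma was used in its place, on log2(normalized count + 1). The 12483 genes with a mean of at least 10 normalized counts were tested with rescue and treatment as additive terms. That leaves 1 residual degree of freedom (prior degrees of freedom 3.43), takes the difference between the responses as error, and tests a difference that both treatments share. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. With 1 library per condition, no comparison of a single pair of libraries has a test.

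Ratios of +GFP over +MK2 were taken in the untreated pair and in the IL-1α pair, and ratios of IL-1α over untreated in each line, with no pseudocount. The difference of both responses was taken on the log2 scale. The value of 1 read in each library was estimated by fitting a scale factor to the frequencies of whole numbers from 2 to 59 in that library's values. The log-likelihood gained over a fit without it was 81.4, 93.7, 42.9 and 40.3. Intervals of 95% are exact conditional binomial intervals on the estimated reads, and a Wald interval was used for the difference of responses. Genes were counted as higher or lower at 2-fold among those with a mean of at least 50.

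The gene lists and the rule for named genes were fixed before the data were examined, after the paper and Fig. 5 had been read. The rule names every gene of Fig. 5 and every gene whose mRNA or protein the paper names for these cells. It adds the 12 genes at each end of the rescue difference in both pairs, the 12 highest and 6 lowest responses in each line, and the 8 genes at each end of the difference of responses. It also adds up to 4 members per list with the largest ratio, all with a mean of at least 50. Of 45 lists, 35 had at least 3 members with a mean of at least 10 and were placed among 10000 random lists matched in 20 bins of mean. Names of predicted genes were left out of the text.

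The alternatives were other normalizations (TMM, total count, median of ratios over the 4 libraries, each computed from the table), added pseudocounts, other minimum means, a 1.5-fold rule, whole intervals past 2-fold, means for medians, random lists without matching, and other limma settings. Alternatives chosen after seeing the data were the median of ratios over the 4 libraries, a total count without Rn18s-rs5 and Mapkapk2, subtraction of the median of the genes around each gene, the carry-over test without Kif5a, and limma with a pseudocount of 10, with TMM or with the median of ratios.

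The steps were tested on simulated data made from the means of these libraries with 200 genes altered by known folds. In the simulated untreated pair, 95.4% of intervals over 10587 genes held the true ratio, and 0 of 10391 unchanged genes came out at least 2-fold apart. In the simulated rescue difference, limma called 98.5% of 67 genes altered 1.5-fold and 100% of those altered 2-fold and 4-fold, and 3.86% of its calls over 12496 genes were unchanged genes. The simulated libraries held counting error only, with no spread between cultures and no difference between the responses. These rates therefore do not cover error between single cultures. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.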

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

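All tests of explanations in this part were chosen only after the result was seen.

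Outside the genes the paper discusses, several signals separate the lines. Cdkn2a, the gene of p16 and p19ARF, had 839 normalized counts in +MK2 untreated and was listed at 0 in +GFP untreated. Igf2bp3, an RNA-binding protein gene, had 1559 against 2, and Atp2a3, a calcium pump gene, had 1845 in +GFP untreated against 2 in +MK2 untreated. The Rn18s-rs5 entry set a single library apart and not the lines. It took 0.425% of the +GFP untreated library, 5.4 times the share of the next highest library, +GFP IL-1α at 0.079%. The genes of chromosome 1 had a median log2 ratio of -0.26 in the untreated pair and those of chromosome 2 a median of -0.25. The 100 genes around Ikbkb on chromosome 8 had a median of -0.52. Ikbkb itself had a log2 ratio of -0.51.

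After IL-1α, Nlrp3, Birc3 and Mapkapk2 were higher in +GFP cells and lower in +MK2 cells than without treatment, which is why they are listed here, although the ratios of Nlrp3 and Mapkapk2 in +MK2 cells were within counting error. The log2 responses differed by 2.94 for Nlrp3, 1.63 for Birc3 and 1.51 for Mapkapk2. These differences were not tested, since each condition is 1 library.

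Traf2 was lower in the untreated +GFP library and 1.05-fold (0.958 to 1.14) lower after IL-1α, within counting error, and lies in a part of chromosome 2 with low ratios. The 100 genes around it had a median log2 ratio of -0.41 in the untreated pair. Of them, 76 were lower than Traf2 there and 87 in the IL-1α pair. Traf2 lay above the median of these genes by a log2 of 0.15 (0.021 to 0.29, counting error only) untreated. In the IL-1α pair it lay above by 0.32 (0.19 to 0.45). No lowering of Traf2 beyond the genes around it was therefore seen. As Traf2 lies within their spread, a lowering of Traf2 itself stays open. The median was -0.38 in the IL-1α pair, which argues against a technical trend of the untreated +GFP library as the source of the low median. A difference between the lines over the whole chromosome region is a candidate explanation for the low Traf2 of the untreated pair. Whether it comes from DNA copy number or from expression stays open, and the qPCR and protein data of the paper were not examined here.

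The +MK2 cells showed a weak IL-1α response, in which, of the genes at least 2-fold higher after IL-1α in +GFP cells, 76.3% were also higher in +MK2 cells, against 54.4% of all genes, which argues against a +MK2 IL-1α library from an untreated culture. Carry-over of +GFP RNA into that library would have to reach the median share of the +GFP increase, 3.65%, in genes nearly absent from +MK2 untreated. The 7 such genes gained 0.893% of their +GFP level, with 20 of the 25 normalized counts gained from Kif5a, and 0.18% without Kif5a, which argues against carry-over. Fewer IL-1 receptors in +MK2 stay open, since Il1r1 in +GFP was 2.52 times (1.64 to 3.96) its level in +MK2 untreated, which goes with this explanation, and 1.31 times (0.836 to 2.07) after IL-1α, within counting error. In other cells, wild-type and MK2/3-DKO BMDMs, the paper reports no difference in Il1r1 mRNA. An effect of MK2 itself cannot be separated from other differences between the lines and stays open, untested.

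In all, 33 genes had at least 100 normalized counts in both +MK2 libraries and at most 3 in both +GFP libraries, and 4 genes showed the reverse. The 33 genes lie on 16 chromosomes, which a single deletion in the +GFP line cannot give, and Mtap, a gene named here after its value was seen because it neighbours Cdkn2a, had a ratio of 0.981. A lower p53 activity where the p53 activator ARF is nearly absent may be linked to Cdkn2a, and the p53 target list lay at percentile 8.02 in the untreated pair, which leaves this open. The mean log2 ratio of its 33 measured members there was -0.34, which goes with this explanation. In the IL-1α pair the list lay at percentile 6.88 with a mean of -0.095. There 4 members were at least 2-fold higher in +GFP and 3 at least 2-fold lower. The paper reports less basal p53 protein in iMK2-KO cells and ascribes it to lost stabilization by MK2 and p38. The mRNA values here cannot tell that from an effect of Cdkn2a. Over both treatments, limma (Benjamini-Hochberg) called 11 of the 33 p53 targets lower and 2 higher in +GFP, against 1676 lower and 1662 higher of all 12483 genes. Whether the rescue or a separate history of the lines gave these differences stays open, untested, because each line is a single population here.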

How the results depend on the processing

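No paired analysis was possible because each condition holds 1 replicate, which leaves no replicate number to block on. The limma fit compares the lines within each treatment through its additive term, and without that term it called 1841 genes higher and 1806 lower in +GFP (Benjamini-Hochberg). The alternatives with edgeR and DESeq2 were not run, since the values are rounded normalized counts. Of 144 counts of genes under the alternatives, 97 stayed within 1.5 times the reported count, and of 193 medians of the 3 lists of Fig. 5 and the NF-κB early target list, 166 stayed within counting error. Of 1985 ratios of single genes, 1917 stayed within counting error. The alternatives marked as added below were chosen after seeing the data. Depth limits ratios of genes with few reads, and counts of genes depend on the minimum mean as fewer or more genes enter. The causes of the other differences were not tested.

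With a minimum mean of 10, the genes at least 2-fold higher and lower in +GFP numbered 441 and 614 untreated and 522 and 658 after IL-1α. The responses then had 271 and 201 genes in +GFP, 120 and 127 in +MK2, and their difference 377 and 313. Without a filter these numbers were 1270 and 1554, 1394 and 1602, 1062 and 1046, 930 and 1017, and 1115 and 1047 in the same order. With a minimum mean of 200 they were 124 and 164 untreated, 198 and 167 after IL-1α, 11 lower in the response of +GFP, 8 and 4 in that of +MK2, and 95 and 13 for the difference. At 1.5-fold they were 534 and 749, 680 and 806, 295 and 160, 77 and 83, and 396 and 276. With the whole counting interval past 2-fold, 8 were lower in the response of +GFP, 11 and 5 higher and lower in that of +MK2, and 97 and 15 for the difference. With a pseudocount of 10, 19 were lower in the response of +GFP. Without a filter, limma with Benjamini-Hochberg adjustment called 0 genes higher and 0 lower for the rescue, with 2753 and 2660 at an unadjusted p under 0.05. With the other limma settings run (pseudocount 10, no additive term, TMM and median of ratios), it called 1495 to 1841 genes higher and 1697 to 1877 lower.

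With the mean of the members in place of the median, the IL-1β pathway had log2 values of 1.67 after IL-1α, 1.62 for the response of +GFP and 1.15 for the difference of responses. The components had 0.90 after IL-1α, 0.92 and 0.090 for the responses of +GFP and +MK2, and 0.83 for their difference. The targets had 0.035 untreated, 0.94 after IL-1α, 0.86 and 0.91 for the response of +GFP and the difference, and reversed to -0.053 for the response of +MK2. NF-κB early targets had -0.27 untreated, 1.82 after IL-1α, 2.39 and 0.30 for the responses, and 2.09 for their difference. With members of a mean of at least 50, the IL-1β pathway had 1.85, 1.62 and 1.65 and the early targets 1.84, 2.21 and 2.11, each after IL-1α, for the response of +GFP and for the difference. After subtracting the median of the genes around each gene (added), the untreated IL-1β pathway had 0.44. After IL-1α the IL-1β pathway had 1.78, the components 0.39 and the targets 0.46.

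By the mean, these lists also reversed: the p38 and MK pathway (-0.38) and hypoxia genes (-0.0051) after IL-1α, and NRF2 targets (-0.0053) and the genes named in the paper (-0.073) in the untreated pair. The p38 and MK pathway and the genes named in the paper both include Mapkapk2, the rescue gene itself. Its log2 ratio of -6.10 untreated and -4.59 after IL-1α pulls both means down. After subtracting the genes around each gene (added), NRF2 targets had -0.029 and Traf2 0.17 in the untreated pair, Ikbkb had 0.0073 untreated and 0.11 after IL-1α, and Mdm2 had -0.0054 after IL-1α. With a total count without Rn18s-rs5 and Mapkapk2 (added), the response of Gapdh in +GFP was -0.0031.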

Differences from the paper's values

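The 6 standardised values read by eye from the colours of Fig. 5 lay within the reading error of those computed here. Of the 31 genes in Fig. 5, 23 were higher in +GFP than in +MK2 cells untreated and 29 after IL-1α, in the direction the paper states for the whole set. Within the set, Il1rn was 2.57-fold lower in +GFP untreated, which Fig. 5 shows as well.

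For some genes of these lines whose mRNA the paper describes outside Fig. 5, the library values can be set beside its statements. Of those given here, only Map3k14 went the opposite way. The paper reports more basal Map3k14 mRNA in iMK2-KO +GFP cells, and here Map3k14 had 300 normalized counts in +GFP untreated against 355 in +MK2, 1.18-fold (1.03 to 1.36) lower. It reports a raised basal Nfkb2 level, and here both untreated libraries had 541. It reports no significant difference in Nfkb1 and Rela, and here they were 1.17-fold (1.1 to 1.24) and 1.23-fold (1.14 to 1.32) higher in +GFP untreated. Over both treatments, limma (Benjamini-Hochberg) also called Nfkb1 and Rela higher in +GFP. It reports raised basal Relb mRNA, and here Relb had a log2 ratio of 0.20 in the untreated pair, within counting error. It states that Relb was increased after IL-1α in +GFP cells alone, and here Relb was also 1.52-fold (1.19 to 1.96) higher in +MK2 cells. It reports Mapk14 mRNA as unaffected, and here Mapk14 was higher in +GFP untreated, beyond counting error. Over both treatments, limma (Benjamini-Hochberg) called Mapk14 higher in +GFP. It reports no significant change in Traf3, and here Traf3 was 1.14-fold (1.07 to 1.21) higher in +GFP untreated, with a log2 ratio of 0.063 after subtracting the median of the genes around each gene, an alternative chosen after seeing the values. In the direction the paper gives, Traf2 was 1.19-fold (1.09 to 1.31) lower in +GFP untreated, but its log2 ratio turned to 0.17 under the same subtraction. Also in the paper's direction, Trp53 was 1.25-fold (1.19 to 1.32) higher, and Tnf had a ratio of 1.05 (0.914 to 1.21). Each of these values rests on 1 library per condition. Among the normalizations and pseudocounts run for single genes and the subtraction of the genes around, none gave Map3k14 a ratio above 1 in the untreated pair.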

Other observations

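The lines differ beyond the pathways the paper discusses. Of 10547 genes, 179 were at least 2-fold higher in +GFP in both pairs and 250 at least 2-fold lower, against 7.17 and 10.3 for independent lists, and as the untreated and IL-1α cultures come from the same lines this overlap is a difference between lines. Among the genes with the largest ratios, S100a6, a calcium-binding protein gene, was 28.7-fold (21.9 to 38.5) higher in +GFP untreated. Gpr132, a G protein-coupled receptor gene of macrophages, was 20.7-fold (15.5 to 28.3) higher, and Cd93, a surface glycoprotein gene, 20.0-fold (17.5 to 22.9). Slpi, a protease inhibitor gene, had 106 normalized counts against 3. At the other end, the transcription factor gene Maf was 45.5-fold (33.3 to 63.7) lower in +GFP, Dab2ip, a signalling adaptor gene, 45.1-fold (29.8 to 71.6), and Laptm4b, a lysosomal membrane protein gene, had 5 against 1939. Gsdmd, the gene of the pore-forming protein that releases IL-1β, was listed at 0 in +GFP untreated and had 259 normalized counts in +MK2 untreated. Among other inflammasome genes, Nlrc4 was 4.37-fold (3.31 to 5.84) and P2rx7, the gene of an ATP-gated channel, 2.23-fold (2.07 to 2.40) higher in +GFP untreated, and the list median was 0.050 (percentile 64.0).

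Several gene groups had median ratios below 0 in both pairs. The 10 macrophage markers had median log2 ratios of -0.47 untreated and -0.40 after IL-1α, below all 10000 random lists, with Mrc1 5.49-fold (4.88 to 6.2) and Mertk, an efferocytosis receptor gene, 2.60-fold (2.34 to 2.88) lower untreated. Cd14, the LPS co-receptor gene, went the other way at 1.86-fold (1.77 to 1.96) higher. The 9 measured chemokines had a median of -1.06 untreated and -0.47 after IL-1α, and 0 of them were higher in +GFP untreated. After IL-1α, 3 were at least 2-fold higher and 3 at least 2-fold lower. Cxcl2, which was higher in +GFP after IL-1α, was left out because both untreated libraries listed it at 0. Pf4 was 17.2-fold (14.3 to 20.7) lower in +GFP untreated, Ccl7 6.48-fold (5.54 to 7.62) and Ccl2 3.18-fold (3.00 to 3.38). Complement genes had medians of -0.31 and -0.52, with C1qa 3.88-fold (3.12 to 4.87) lower untreated, lysosome and phagocytosis genes -0.11 and -0.21, and cholesterol synthesis genes -0.27 and -0.12. Immediate early genes had -0.43 untreated, with Fosl1 7.63-fold (5.59 to 10.6) lower, and 0.35 after IL-1α. The 15 measured antigen presentation genes had medians of 0.31 (percentile 99.85) and 0.28 (percentile 99.05), with 11 and 10 of them higher in +GFP. Over both treatments, limma with Benjamini-Hochberg adjustment called 7 of them higher and 2 lower (Tap2 and Psmb8). Cd74, the gene of the invariant chain, was 2.47-fold (2.38 to 2.57) higher untreated. The 44 ribosomal protein genes had medians of 0.21 and 0.24, and the 15 mitochondrially encoded genes -0.23 and -0.20. Glycolysis genes had a median of 0.16 (percentile 96.2) untreated and 0.14 after IL-1α, interferon response genes 0.11 and 0.12, and cell cycle genes -0.067 and -0.015. Of 35 lists, 7 lay under percentile 2.5 in both pairs and 2 over percentile 97.5. Against random lists not matched on expression these were 5 and 3, as cholesterol synthesis (percentile 3.89 after IL-1α) and lysosome and phagocytosis genes (percentile 4.07 untreated) no longer lay under 2.5 in both pairs and the IL-1β pathway of Fig. 5 joined those over 97.5.

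The genes of the p53 and p38 pathways that the paper studies as proteins were read as mRNA. Mdm2 was 1.30-fold (1.24 to 1.36) lower in +GFP untreated and 1.07-fold (1.03 to 1.11) higher after IL-1α, where subtraction of the median of the genes around it, chosen after seeing the data, turned its log2 ratio to -0.0054. Cdkn1a, the p53 target gene that encodes p21, was 1.94-fold (1.86 to 2.02) lower untreated, and Phlda3, another p53 target, 7.30-fold (6.36 to 8.41) lower. The 33 measured p53 targets had medians of -0.054 untreated and -0.046 after IL-1α, and limma with Benjamini-Hochberg adjustment called 2 higher and 11 lower over both treatments (3 and 11 when adjusted over the list alone). Mapk14, the gene of p38α, was 1.15-fold (1.1 to 1.2) higher in +GFP untreated, with a log2 ratio of 0.047 after the same subtraction, and Mapkapk3, the gene of MK3, 1.53-fold (1.44 to 1.63). For Mapk14 the paper also measured mRNA, which it reports as unaffected in these lines. Mapk11, the gene of p38β, had 5 normalized counts against 172.

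Some genes had a larger response in +MK2 than in +GFP cells. Zfp965, a zinc finger gene, was 7.53-fold (4.63 to 12.9) higher after IL-1α in +MK2 and 1.21-fold (0.955 to 1.55) in +GFP. L1cam, an adhesion molecule gene, was 3.15-fold (1.77 to 5.91) higher in +MK2 and 1.6-fold (1.24 to 2.05) lower in +GFP. Map3k8, the gene of the kinase TPL2, was at least 2-fold higher after IL-1α in both lines, 2.36-fold (1.88 to 3.00) in +MK2 and 3.25-fold (2.75 to 3.85) in +GFP. In all, 9 of the 23 genes at least 2-fold higher after IL-1α in +MK2 were also at least 2-fold higher in +GFP.

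Markers of other cell types were nearly absent. Of 10 markers each, 0 neutrophil, mast cell and erythroid markers had a mean of at least 10 normalized counts, as did 1 fibroblast marker and 2 each of dendritic, T or NK, B and endothelial cell markers. Of the osteoclast markers, which macrophages also express, 4 were measured, with a median of -0.77 untreated. The 22 replication-dependent histone genes in the table, whose mRNA lacks a poly(A) tail, had medians of 8.5, 6, 6 and 6.5 normalized counts in +GFP untreated, +GFP IL-1α, +MK2 untreated and +MK2 IL-1α. The highest value among them was 1739, 1886, 2595 and 2538 in the same order, so these genes do not settle the library type.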
